# A Latent Pro-Survival Function for the Mir-290-295 Cluster in Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pgen.1002054

**Published:** 2011-05-05

**Authors:** Grace X. Y. Zheng, Arvind Ravi, J. Mauro Calabrese, Lea A. Medeiros, Oktay Kirak, Lucas M. Dennis, Rudolf Jaenisch, Christopher B. Burge, Phillip A. Sharp

## Abstract

MicroRNAs (miRNAs) post-transcriptionally regulate the expression of thousands of distinct mRNAs. While some regulatory interactions help to maintain basal cellular functions, others are likely relevant in more specific settings, such as response to stress. Here we describe such a role for the mir-290-295 cluster, the dominant miRNA cluster in mouse embryonic stem cells (mESCs). Examination of a target list generated from bioinformatic prediction, as well as expression data following miRNA loss, revealed strong enrichment for apoptotic regulators, two of which we validated directly: Caspase 2, the most highly conserved mammalian caspase, and Ei24, a p53 transcriptional target. Consistent with these predictions, mESCs lacking miRNAs were more likely to initiate apoptosis following genotoxic exposure to gamma irradiation or doxorubicin. Knockdown of either candidate partially rescued this pro-apoptotic phenotype, as did transfection of members of the mir-290-295 cluster. These findings were recapitulated in a specific mir-290-295 deletion line, confirming that they reflect miRNA functions at physiological levels. In contrast to the basal regulatory roles previously identified, the pro-survival phenotype shown here may be most relevant to stressful gestations, where pro-oxidant metabolic states induce DNA damage. Similarly, this cluster may mediate chemotherapeutic resistance in a neoplastic context, making it a useful clinical target.

## Author Summary

In this study, we were interested in learning more about the roles of microRNAs—small segments of RNA that help turn off genes—during early development. By studying mouse embryonic stem cells, a unique cell type that can give rise to all adult tissues, we found that a number of genes related to cell survival appeared to be affected by global microRNA loss. Interestingly, these changes in gene expression did not lead to large increases in cell death during normal cell growth, but rather became apparent when cells were treated with agents that cause DNA damage, like the chemotherapeutic doxorubicin and gamma irradiation. Our results suggest that these microRNAs may provide robustness for mammalian development, ensuring proper development despite variations in blood flow and oxygen tension, known to cause DNA damage. Given that certain cancers share features of the embryonic state, including rapid proliferation and lack of differentiation, our results also suggest that the re-expression of these microRNAs in tumors may confer resistance to chemotherapeutic drugs.

## Introduction

MicroRNAs (miRNAs) are endogenous ∼22 nt RNAs that regulate gene expression post-transcriptionally. In animals, the ability of miRNAs to accomplish this regulation depends on complementarity between mature miRNA sequences and their mRNA targets. Most commonly, partial binding of miRNAs leads to destabilization of mRNA transcripts and/or inhibition of productive translation, and in rare cases perfect complementarity instead causes target cleavage. Both in vitro experiments and bioinformatics have shown that matches to positions 2–7 of the miRNA, referred to as the miRNA “seed,” are generally required for effective miRNA-directed mRNA downregulation [1], [2].

The roles of miRNAs in mouse embryonic stem cells (mESCs) have been of particular interest, as this knowledge may shed light on key aspects of mammalian development and generate useful insights into reprogramming and cancer, both of which recapitulate aspects of an ESC expression state [3], [4]. In addition, the survival of mESCs in the absence of Dicer (Dcr), the key RNase III enzyme that generates mature miRNAs, makes them a unique model system for dissecting miRNA function [5], [6]. Several large-scale sequencing datasets [7], [8], [9] have revealed that the mir-290-295 cluster constitutes the dominant miRNA population in mESCs, giving rise to about 50% of all reads in these cells (Table S1). Many of the miRNAs in this cluster share the hexamer seed ‘AAGUGC,’ which is also expressed at much lower levels by the mir-302 and mir-467 clusters, contributing less than 5% of total reads (Table S2). A similar percent contribution to total miRNA levels comes from the miR-17-92 family, which contains the shifted seed ‘AAAGUG,’ and therefore may share some common targets (Table S2) [7], [8], [9]. Given the abundance of the mir-290-295 cluster and these related sequences, much of mESC miRNA physiology is likely to be a function of this dominant seed sequence.

Within the mir-290-295 cluster, the ‘AAGUGC’ seed is found in miR-290-3p, miR-291a-3p, miR-291b-3p, miR-292-3p, miR-294, and miR-295. Consistent with their high expression, these miRNAs (which we shall refer to as the mir-295 cluster) have been linked to a number of functions in ES cells including maintenance of pluripotency and proliferation. For instance, miR-290-295 miRNAs have been shown to target Rbl2, which controls the expression of Dnmt3a and Dnmt3b [10], [11], suggesting a role for this miRNA cluster in regulating *de novo* DNA methylation. In addition, miR-290-295 miRNAs have been found to accelerate cell proliferation by promoting the G1 to S phase transition through targets such as p21 and Lats2 [12]. However, additional roles for this cluster remain to be elucidated.

Using a combination of target prediction data with microarrays of mESCs before (Dcr WT) and after (Dcr KO) miRNA loss, as well as before (295 WT) and after (295 KO) specific deletion of the mir-295 cluster (Medeiros *et al.*, manuscript in preparation), we have identified novel targets of the mir-295 cluster in ES cells. Initial analysis suggested strong enrichment of targets involved in apoptosis, a function that to date has not been linked to ES-cell specific miRNAs. Through gain and loss of function studies, we show that miR-290-295 miRNAs indeed serve a protective function in preventing mESC apoptosis during exposure to genotoxic stress. This protective effect appears to be mediated in part by direct repression of two novel targets, Caspase 2 and Ei24. As activation of these targets is dependent on DNA damage, we propose that their regulation may be particularly relevant during physiological stress in embryonic development. In addition, given prior indications that these two genes act as tumor suppressors, misexpression of this cluster in the context of cancer may promote resistance to standard genotoxic therapeutics.

## Results

### Predicted targets of the mir-295 cluster are enriched in pathways regulating apoptosis

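Embryonic stem cells from a mouse line whose Dcr alleles are flanked by loxP sites were transfected with GFP alone (Dcr WT) or with GFP and Cre recombinase, which removes the floxed segment (Dcr KO), and RNA was profiled on oligonucleotide arrays 5 days later. Dcr, listed as Dicer1 on the array, encodes the enzyme that cuts miRNA precursors into mature miRNAs. Each group had 3 arrays, which the methods describe as biological triplicates, so the number of arrays limits the precision of every value. The authors deposited log2 expression values for 45037 probe sets. GCRMA, a background correction and normalization method for probe-level array data, is named in the submitters' processing notes. From there, the log2 values of all probe sets of a gene were averaged, which is a geometric mean, the kind of mean that the methods name for spot replicates. Of the probe sets, 34945 carried 1 gene symbol and were used for genes, 932 carried several and 9160 had no name in the annotation used here. This gave 18193 genes. Of these, 8782 had a mean over all 6 arrays of at least 16 on the linear scale and were tested between Dcr KO and Dcr WT with limma, with p-values adjusted by the Benjamini-Hochberg method. Averaging lets dim probe sets pull a gene's level and its difference down, so single probe sets are given for several genes in which they disagree.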

In order to identify additional endogenous targets of mESC miRNAs, we performed expression profiling of mESCs following Cre recombinase-mediated Dcr deletion using a previously characterized floxed Dcr mESC line [13], [14], [15]. As Dcr deletion leads to slower proliferation [6], [12], acute loss was examined in a polyclonal population, averaging over potential clonal variants and enriching for initial miRNA-mediated derepression rather than subsequent compensatory changes. Indeed, expression profiling from 3 biological replicates taken 5 days following deletion, a time point by which cells were predominantly Dcr null and a majority of miRNAs were lost (Figure 1A and 1B), showed better clustering than 3 chronic deletion cell lines, as indicated by higher Pearson correlation coefficients (Figure S1). 

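Both Dicer1 probe sets were lower on each of the 3 Dcr KO arrays than on each of the 3 Dcr WT arrays. The brighter probe set had a log2 level of 8.21 ± 0.35 (SD, n = 3) in Dcr WT and 6.37 ± 0.41 (SD, n = 3) in Dcr KO, which leaves 27.9% of the signal (adjusted p = 0.0138 over probe sets from limma). The dimmer had 7.01 ± 0.45 (SD, n = 3) and 6.19 ± 0.27 (SD, n = 3), which leaves 56.5% and did not pass the test (adjusted p = 0.0908 over probe sets from limma). Averaged over both, Dicer1 fell by 1.33 on the log2 scale (standard error 0.23, adjusted p = 0.0134 from limma). Where the probe sets lie relative to the deleted segment was not analysed here, and a probe set outside it would not measure the deletion. The Pearson correlation over all 45037 probe sets lay between 0.9935 and 0.9972 for the 3 pairs of Dcr KO arrays and between 0.9922 and 0.9956 for the 3 pairs of Dcr WT arrays. The 9 pairs of a Dcr WT and a Dcr KO array gave 0.9837 to 0.9936, so the ranges overlap. Over the 18789 probe sets with a mean of at least 16, the Dcr KO pairs gave 0.9826 to 0.9946, the Dcr WT pairs 0.9772 to 0.9901 and the pairs across groups 0.9484 to 0.982, so there the range of the Dcr WT pairs overlaps that across groups and the range of the Dcr KO pairs does not. These correlations are across probe sets, which are not independent replicates. The chronic deletion lines were not analysed here.

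**Figure D1:**
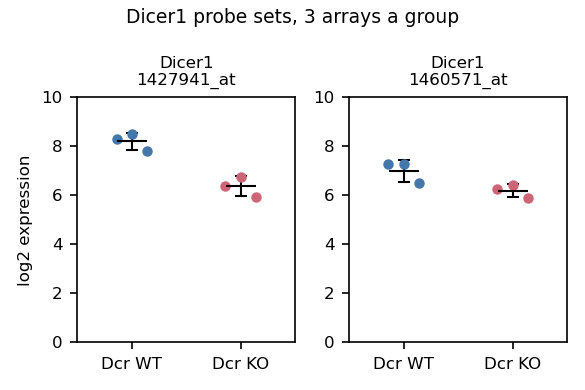
Log2 expression of the 2 Dicer1 probe sets on each array, by group (points, 1 per array; horizontal line, mean; bars, SD, n = 3). All 3 Dcr KO arrays lie below all 3 Dcr WT arrays in both panels, with a larger gap for the brighter probe set.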

To confirm that targets of the mir-295 cluster show a transcriptome-wide signature in this dataset, we calculated a cumulative density function (cdf) plot comparing expression differences for the set of all mir-295 cluster targets as determined by Targetscan 5.1 [16]. Relative to a control set of genes (*control*) matched for 3' UTR length, dinucleotide composition, and expression level, the mir-295 cluster target set (*targets*) was more derepressed upon Dcr loss (Figure 1C). An even larger derepression was seen for conserved mir-295 cluster targets (*conserved targets*), suggesting further enrichment of genuine targets in this set (Figure 1C). This observation supports the utility of these expression data for target discovery.

**Figure 1:**
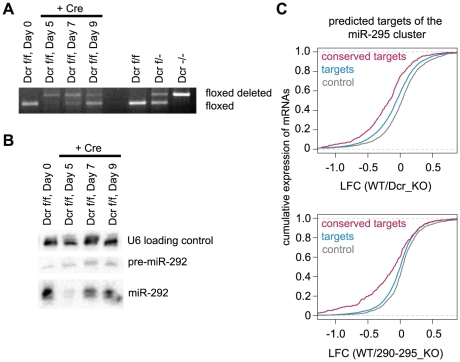
Acute Dicer deletion and specific mir-295 cluster deletion show global target derepression signatures. A. PCR for confirmation of Dicer loss on acute deletion. Dicer floxed and floxed-deleted bands were amplified over a nine day time course to determine the point of maximal enrichment for Dicer null cells. B. Northern blot for mature miRNAs following Dicer deletion. A DNA probe for the abundant miR-292 was assessed at 5, 7, and 9 days following Dicer deletion, with a probe for U6 to control for loading. C. Cumulative distribution functions (cdfs) of log_2_ fold change (LFC) in mRNA expression between Dcr WT and Dcr KO ES cells (top panel) and 295 WT and 295 KO ES cells (bottom panel) are plotted. Plots include *conserved targets* (red line), all predicted miR-295 *targets* (blue line), and *control* mRNAs (grey line). *targets* include ∼3000 predicted TargetScan targets of the miR-295 cluster. *Conserved targets* contains the ∼300 genes in the top 10% of *targets* ranked by TargetScan 5.1 branch length scores. The *control* mRNA set was selected to match the predicted targets in expression, 3' UTR length and composition. *Targets* are derepressed in both Dcr KO as well as 295 KO mESCs (*p*≤2.2e^−16^ and *p* = 9.7e^−9^ by rank sum test, respectively). Similarly, *conserved targets* are derepressed in both Dcr KO as well as 295 KO mESCs (*p*≤2.2e^−16^ and *p* = 3.1e^−14^ by rank sum test, respectively).

To better understand the global effects of miRNA loss in ESCs, we next performed Gene Ontology (GO) analysis on an initial candidate set. 

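Of the 8781 genes with a mean of at least 16 on the Dcr WT arrays, 1591 were up at least 1.2-fold in Dcr KO and 1928 were down at least 1.2-fold. The largest rises that passed the test were in Ccnd2, which encodes the G1 cyclin D2, and Actc1, a muscle actin. Ccnd2 rose from a log2 level of 4.69 ± 0.32 (SD, n = 3) to 7.67 ± 0.37 (SD, n = 3), which is 7.87-fold (adjusted p = 0.00100 from limma), and Actc1 rose 7.64-fold from 6.54 ± 0.22 (SD, n = 3). Ak7, Serpinb9b, Col11a1, Notum, Accsl, Msln, Ccn4 and Lcor followed, with rises of 7.29-fold for Ak7 down to 4.34-fold for Lcor. Ak7, Notum and Accsl had Dcr WT means under the minimum (log2 levels of 3.94, 3.21 and 3.57) and were tested for their mean over all arrays, so the size of their rise rests on a level near background. The largest falls were in Slc16a3, a lactate transporter, with a log2 difference of -2.04 (standard error 0.47), and in Crym, Mal2, Kdelr3, Pla2g12a, Gnmt, Arrb1, Myh3, Mogat2 and Tmem141, with log2 differences from -1.86 for Crym to -1.46 for Tmem141. These 20 were chosen among genes whose groups do not overlap. Slc16a3 varied most within a group, with an SD of 1.10 over the Dcr KO arrays (log2 levels of 6.66, 6.59 and 4.72). Without Dcr KO replicate 3 its log2 difference was -1.40. Crym and Mal2 fell by more than that with any single array left out, so the first rank of Slc16a3 rests on that replicate. Its call was lost without Dcr WT replicate 1, 2 or 3 (highest adjusted p = 0.0938). Gnmt and Myh3 lost theirs without Dcr WT replicate 2 or any single Dcr KO array (highest adjusted p = 0.0744 and 0.0938). Without Dcr WT replicate 3 both lay under the minimum and were not tested, so each was tested in 5 fits. Their Dcr KO log2 levels, 3.47 and 3.48, were under the minimum, so the size of their fall rests on a level near background. Arrb1 lost its call without Dcr WT replicate 1 or Dcr KO replicate 2 (0.0587), Tmem141 without Dcr WT replicate 3 or Dcr KO replicate 2 (0.0597) and Mogat2 without Dcr WT replicate 3 (0.0542). Nanog, a pluripotency factor, had a mean log2 level of 12.14 in both groups.
Over all 8782 genes tested, 607 were higher and 564 lower in Dcr KO at an adjusted p under 0.05 from limma. Of the 1591 genes up at least 1.2-fold, 548 passed this test, and in 1141 all 3 Dcr KO values lay above all 3 Dcr WT values. Groups without overlap were seen in 39.0% of the genes tested, against 10% by chance in 3 against 3. The count of changed genes, 1171, was 773, 748 and 439 without Dcr WT replicate 1, 2 and 3, and 357 and 683 without Dcr KO replicate 2 and 3. Genes called higher were 284 without Dcr WT replicate 3, 220 without Dcr KO replicate 2 and 384 without Dcr KO replicate 3. Genes called lower were 363, 283 and 155 without Dcr WT replicate 1, 2 and 3, and 137 and 299 without Dcr KO replicate 2 and 3.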

Enrichment in specific GO categories was tested for all genes that increased on Dcr loss (defined as ≥1.2 fold up-regulation). 

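Of 38 measured genes that promote apoptosis, 4 were higher in Dcr KO, 3 were lower and 31 did not pass the test. Casp2 and Ei24 were among the higher genes, with Aifm1, a mitochondrial protein released during cell death (log2 difference 0.38), and Dedd, a death effector domain protein (0.44). All 4 are in Table S3, which the study chose in part on these arrays, so their direction is not independent evidence. The lower genes were Bok (log2 difference -0.86, standard error 0.17, adjusted p = 0.0207 from limma), Siva1 (-0.72) and Bbc3, the p53 target Puma (-0.63). Adjusted over the list alone, 5 were higher and 4 lower. Of 15 genes that inhibit apoptosis none was higher or lower by limma, over all genes or adjusted over the list alone, with 0 higher and 2 lower at an unadjusted p under 0.05. The members with the smallest adjusted p were Bag1 (log2 difference -0.44, adjusted p = 0.0597 from limma) and Birc5 (-0.28, adjusted p = 0.0784), and Bag1 passed without Dcr WT replicate 1 (adjusted p = 0.0417). With single arrays left out, Casp2 and Ei24 passed in each of the 6 fits. Siva1 did not pass without Dcr KO replicate 2 (adjusted p = 0.0503), nor Bok without Dcr KO replicate 2 or Dcr WT replicate 3 (highest 0.0771), nor Bbc3 without any array but Dcr KO replicate 1 (0.104), while Aifm1 and Dedd passed in none of the 6 (0.135 and 0.122). The count of higher promoters was 2 without any single array but Dcr WT replicate 1.
Of 24 measured genes that restrain the cell cycle, 7 rose, among them Rbl2, a pocket protein related to Rb (log2 difference 1.08, standard error 0.14, adjusted p = 0.00560 from limma), the Hippo kinases Lats1 (0.68) and Lats2, and Cdkn1a, which encodes p21. Gadd45b fell (-0.44) and 16 did not pass the test, with the same counts adjusted over the list alone. Of 29 genes of G1 and S phase, 5 rose, including Ccnd2, Ccne2 (log2 difference 0.89) and Cdk6 (0.75, with 1.12 and 0.93 on its bright probe sets), 1 fell (Orc1, -0.70) and 23 did not pass, again with the same counts adjusted over the list alone. Their median difference was -0.03 while their mean was 0.16, and the set test pointed up. Of 23 genes of G2 and M phase, none rose by limma (0 at an unadjusted p under 0.05) and 3 fell, Plk1 (-0.48), Cdc25c (-0.73) and Cenpa (-0.44), with 4 lower adjusted over the list alone. The bright probe sets of Cenpa, with differences of -0.76 and -0.58, did not pass over probe sets (adjusted p = 0.0539 and adjusted p = 0.0616 from limma). Rbl2, Ccnd2, Ccne2 and Orc1 passed without each of the 6 arrays in turn. Lats1 did not pass without Dcr KO replicate 2 (adjusted p = 0.0674 from limma), nor Cdk6 without Dcr WT replicate 3, Dcr KO replicate 2 or Dcr KO replicate 3 (highest 0.0618), nor Cdc25c without Dcr KO replicate 2 or any single Dcr WT array (0.104), nor Plk1 without any array but Dcr WT replicate 2 (0.0871), nor Cenpa without any array but Dcr KO replicate 1 (0.127), while Gadd45b passed in none of the 6 (0.127). Of the other genes that rose, Cdkn2b did not pass without Dcr KO replicate 2 or 3 (0.0691) nor Gadd45g without Dcr KO replicate 2 or any single Dcr WT array (0.108), and Tob1, Ccnd3 and Skp2 passed in none of the 6 (0.113, 0.135 and 0.138). The 7 higher cell cycle inhibitors were 4 without Dcr WT replicate 1, 2 or 3 and 2 without Dcr KO replicate 2. The 5 higher G1 and S genes were 3 without Dcr WT replicate 2 or Dcr KO replicate 1, and 2 without Dcr WT replicate 3 or Dcr KO replicate 2 or 3. The 3 lower G2 and M genes were 1 without Dcr WT replicate 2 or Dcr KO replicate 3, and none of them passed without Dcr WT replicate 1 or 3 or Dcr KO replicate 2.

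**Figure D2:**
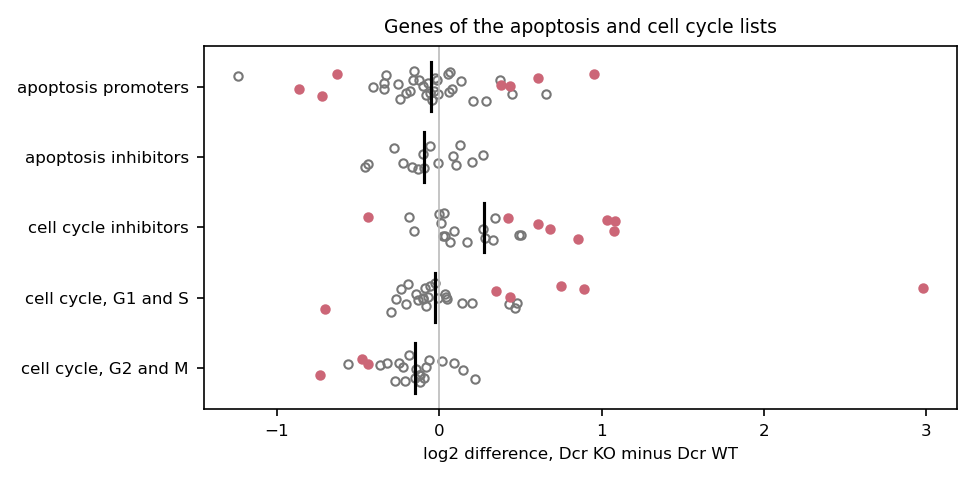
Log2 difference, Dcr KO minus Dcr WT, of each measured gene of the apoptosis and cell cycle lists (1 point per gene; filled, adjusted p under 0.05 from limma; vertical bars, list medians; the vertical scatter within a list carries no value). The median of the cell cycle inhibitors lies at 0.28 and that of the apoptosis promoters at -0.05.

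In limma's set test camera, with a preset correlation between genes and adjustment over 21 lists, the cell cycle inhibitors were shifted up (adjusted p = 0.00129, with a median of 0.16 without Dcr KO replicate 3) and the G2 and M genes down (median difference -0.15, adjusted p = 0.0191, and 0.0681 without Dcr WT replicate 1). With an estimated correlation neither shift passed (adjusted p = 0.338 and adjusted p = 0.519), nor did any other list, the reporter genes included (adjusted p = 0.454). The estimate for the cell cycle inhibitors, -0.013, lay below the preset 0.01, so that loss cannot be put down to members moving together. For the G2 and M genes it was 0.18, above the preset. Since no list passed, failing in this setting cannot decide against a shift. The apoptosis promoters (adjusted p = 0.757), the apoptosis inhibitors (median difference -0.10, adjusted p = 0.486) and the G1 and S genes (adjusted p = 0.486) were not shifted. Among members expressed on the Dcr WT arrays, 8 of 38 apoptosis promoters were up at least 1.2-fold, or 21.1%, against 18.1% of the 8743 other expressed genes (Fisher's exact test, two-sided, p = 0.672). For the cell cycle inhibitors it was 12 of 23, or 52.2%, against 18.0% (Fisher's exact test, two-sided, p = 2.24e-04, adjusted p = 0.00157 over 21 lists). For the apoptosis inhibitors it was 1 of 14, for the G1 and S genes 8 of 29 and for the G2 and M genes 0 of 23 (Fisher's exact test, two-sided, adjusted p = 0.603, adjusted p = 0.334 and adjusted p = 0.0429). Of the 23 cell cycle inhibitors, 6 are in Table S3. With the genes of Table S3 left out throughout, a test chosen after the values were seen, the share was 7 of 17, or 41.2%, against 13.4% (Fisher's exact test, two-sided, adjusted p = 0.0302), and the list median was 0.093 (adjusted p = 0.0219 from camera). The share of the G2 and M genes, 0 of 22, then no longer passed (Fisher's exact test, two-sided, adjusted p = 0.209), while their shift did (median difference -0.17, adjusted p = 0.0298 from camera). The lists stand in place of GO categories. Leaving aside the reporter genes, which the study chose for their rise, other splits of the 6 arrays into 3 and 3 shifted up to 6 lists in camera with the preset correlation, against 7 for Dcr KO against Dcr WT. The count of 7 keeps the adjustment over all 21 lists, the reporter genes included. The other splits mix arrays of both groups and keep part of the difference between them, so their counts do not come from chance alone.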

The top statistically significant categories included “Regulators of Apoptosis” and “Cell Cycle” (*p* = 2.1e^−8^ and *p* = 5.6e^−5^, respectively). We further refined our candidate list using available array data from the 295 KO line, which also showed cdf plot signature changes for mir-295 cluster targets (Figure 1C) (Medeiros *et. al*., manuscript in preparation). In all, 807 candidates were identified as Targetscan-predicted targets of the cluster that showed at least a 1.2 fold up-regulation in knockout populations from both datasets (Figure 2A, Table S3). 

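Table S3 genes were mostly higher in Dcr KO on these arrays. Of the 807 symbols, 754 matched a named gene of the array, 103 of them through a synonym, and 636 of those had a mean of at least 16 on the Dcr WT arrays. Of these 636, 492 were up at least 1.2-fold, or 77.4%, against 13.5% of the 8145 other expressed genes. The median log2 difference was 0.42 in Table S3 and -0.06 in the other genes. The genes were selected partly for their rise on these same arrays, so these shares are not independent evidence of derepression. Among the 636 the 10 largest rises were in Ccnd2, Ccn4, a secreted Wnt target, Cdk19 (4.00-fold), F3, which encodes tissue factor (3.85-fold), Bmi1, a Polycomb protein (3.29-fold), Trps1 (3.25-fold, with log2 differences from 0.52 to 2.56 over its probe sets), Pecam1 (3.24-fold), Thbs1, Nid1 (2.75-fold) and Irak3. The unmatched symbol Serpib9b differs by a letter from Serpinb9b, which rose 6.25-fold and, counted as that gene, would follow Ccnd2. F3 had a log2 level of 9.33 ± 0.08 (SD, n = 3) in Dcr WT and 11.28 ± 0.09 (SD, n = 3) in Dcr KO (adjusted p = 2.02e-04 from limma). Most rises were smaller, with 185 of the 636 genes up at least 1.5-fold and 48 up at least 2-fold.
Of the 664 genes of Table S3 that were tested, 248 were higher and none was lower at an adjusted p under 0.05 from limma. Adjusted over the list alone, 408 were higher and 1 lower. These 248 make up part of the 607 genes that were higher in all. Among genes up at least 1.2-fold, the median log2 difference was 0.51 in Table S3 and 0.42 in the 1099 others. By array, the share of the 636 genes up at least 1.2-fold over the Dcr WT mean was 67.5% in Dcr KO replicate 1, 67.6% in replicate 2 and 80.0% in replicate 3. The arrays of the cluster knockout line and the TargetScan predictions were not analysed here. From the overlap of these rises with those in the cluster knockout line and with predicted sites, the paper derives its set of candidate targets.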

Over 40% of upregulated transcripts were shared between the Dcr KO and 295 KO lines, consistent with the finding that the mir-295 cluster contributes around half of all miRNAs in ES cells. The fact that this overlap is not even greater may be due to direct and indirect effects of non-AAGUGC seeds, as there is significantly more overlap – in fact, closer to 70% – between the two data sets when considering only those genes that are Targetscan-predicted AAGUGC targets (*p*<0.001, Fischer’s exact test).

**Figure 2:**
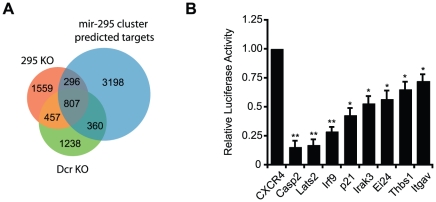
Microarray data and Targetscan predictions identify candidate miR-295 targets in mESCs. A. Venn diagram of microarray and target prediction data used to generate mir-295 cluster target candidates. “mir-295 cluster predicted targets”  =  predicted TargetScan targets of the miR-295 cluster; “295 KO”  =  genes that showed a 1.2 fold upregulation on mir-295 cluster loss; “Dcr KO”  =  genes that showed a 1.2 fold upregulation on Dicer loss. Only ES-expressed genes (i.e. genes with an expression of at least 16 on the wild type arrays) were considered for analysis. B. Activity of luciferase reporters of predicted targets of the mir-295 cluster were assayed in Dcr WT and Dcr KO ES cells. Luciferase reporters contain full length 3' UTRs of predicted targets. Relative luciferase activity is the ratio of the reporter’s activity in WT ES cells and Dcr KO ES cells.

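The 8 genes with luciferase reporters in Fig. 2B had a median log2 difference of 0.99 between Dcr KO and Dcr WT. All of them are in Table S3, so their direction is not independent evidence. Casp2, which encodes the initiator caspase 2, had a log2 level of 7.32 ± 0.17 (SD, n = 3) in Dcr WT and 8.27 ± 0.18 (SD, n = 3) in Dcr KO on its single probe set, a 1.94-fold rise (adjusted p = 0.00679 from limma). Ei24, a p53-induced gene linked to cell death, rose 1.52-fold from 10.81 ± 0.05 (SD, n = 3) to 11.41 ± 0.08 (SD, n = 3, adjusted p = 0.0105 from limma). Irf9, a component of interferon signalling, rose 2.43-fold (adjusted p = 0.00151) and Cdkn1a 2.05-fold (adjusted p = 0.0189). Irak3, an inhibitor of Toll-like receptor signalling, rose 2.72-fold and Thbs1, the matrix protein thrombospondin 1, rose 2.98-fold.
Lats2 rose 1.81-fold as the mean of 6 probe sets, which disagree. The brightest rose from a log2 level of 6.98 ± 0.29 (SD, n = 3) to 8.50 ± 0.08 (SD, n = 3) and the next rose 4.30-fold, while a pair of dim probe sets had log2 differences of -0.03 and 0.03. Itgav, an integrin subunit, did not pass the test as the mean of 5 probe sets (log2 difference 0.49, standard error 0.14, adjusted p = 0.0570 from limma). Its brightest probe set, taken alone for the gene, passed with the highest probe set of each gene in the fit (log2 difference 0.71, adjusted p = 0.0286 from limma), but not over probe sets (adjusted p = 0.0531). Table S4 also lists 3' UTR primers for Pax6, a transcription factor that is not in Table S3 or Fig. 2B. As the mean of 5 probe sets Pax6 lay under the minimum and was not tested, while its brightest probe set rose from 3.69 ± 0.30 (SD, n = 3) to 5.43 ± 0.18 (SD, n = 3, adjusted p = 0.00764 over probe sets from limma).

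**Figure D3:**
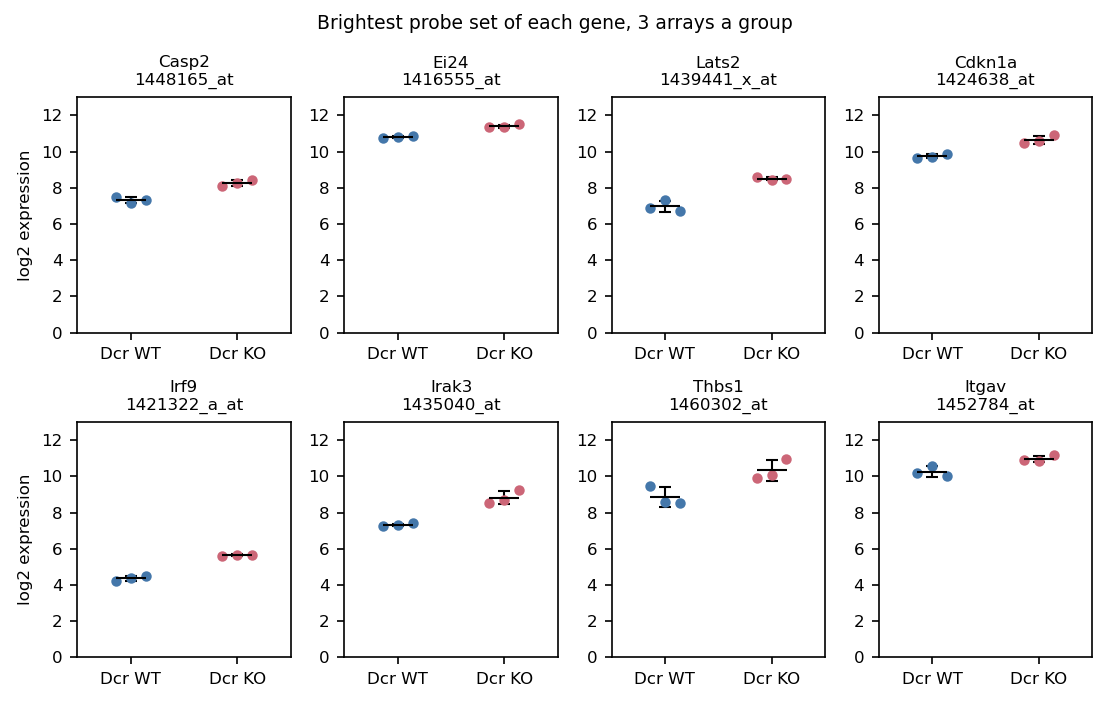
Log2 expression of the brightest probe set of each of the 8 genes on each array, by group (points, 1 per array; horizontal line, mean; bars, SD, n = 3). In each panel all 3 Dcr KO arrays lie above all 3 Dcr WT arrays, and Thbs1 shows the widest spread within a group.

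By limma 7 of the 8 genes were higher and none was lower over all genes, and 8 were higher adjusted over the list alone. The set test camera gave an adjusted p of 2.11e-06 with the preset correlation, and adjusted p = 0.454 with an estimated correlation. Thbs1 lost its call without Dcr WT replicate 2 or 3 or Dcr KO replicate 2 or 3 (highest adjusted p = 0.128), Cdkn1a without Dcr WT replicate 1 or 2 or Dcr KO replicate 2 (0.0531), Irak3 without Dcr WT replicate 3 or Dcr KO replicate 2 (0.0618) and Lats2 without Dcr WT replicate 3 (0.0609), so that 4 of the 8 were higher without Dcr WT replicate 3 or Dcr KO replicate 2.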

Several candidate target genes were selected for further examination based on their degree of upregulation in Dcr KO and 295 KO cells, as well as their functional annotations. The tested targets span a range of biological functions and processes, from cell cycle regulators Lats2 and p21 to immunological signal transduction components Irf9 and Irak3. Their 3' UTRs were cloned into luciferase constructs, and expression levels between Dcr WT and Dcr KO cells were evaluated (Figure 2B). All candidates tested displayed at least mild repression relative to a control construct lacking miRNA target sites, ranging from strong (∼5-fold) to modest (∼30%) down-regulation. The magnitude of repression for the previously identified miR-295 targets Lats2 and p21 was comparable to that observed previously [12]. Additional transfection studies confirmed that repression could be conferred specifically by miR-295 in a Dcr KO background (Figure S2). These *in vitro* results support the enrichment of our candidate list for true miR-295 targets.

### Caspase 2 and Ei24, key apoptotic mediators, are direct targets of the mir-295 cluster

We chose to more closely examine one of the most strongly down-regulated reporter targets, Caspase 2 (Casp2), along with Ei24, as these targets could provide a novel link between ESC-specific microRNAs and cell survival. Casp2, an initiator of apoptosis in response to genotoxic stress [17], has four AAGUGC binding sites in its 3' UTR. Quantitative RT-PCR analysis demonstrated an approximately 5-fold increase in Casp2 transcript levels in Dcr KO cells, consistent with the degree of derepression observed with the luciferase reporter assay (Figure 3A). This observation indicates that the majority of miRNA repression likely occurs at the level of transcript stability. In support of the reporter assay, Dcr KO cells showed a comparable increase in Casp2 at the protein level, which could be partially rescued by transfection of either miR-295, miR-467a (which shares the same hexamer seed), or a Casp2 siRNA, but not by siRNAs against other unrelated targets (Figure 3B). Transfection of miR-295 also strongly repressed an intact Casp2 reporter in these cells, but not a reporter in which the four target sites were mutated (Figure 3C). Combinatorial mutagenesis revealed that repression was not conferred equally by these four sites, as much of the repression was lost by mutation of the first two sites alone (Figure 3D). Taken together, these data suggest that direct miRNA-mediated repression of Casp2 leads to approximately 5-fold repression, making it one of the most potently repressed mir-295 cluster targets identified to date.

**Figure 3:**
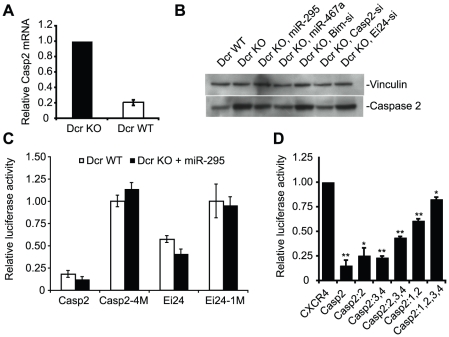
The pro-apoptotic genes Caspase 2 (Casp2) and Ei24 are direct targets of the mir-295 cluster. A. RT-PCR of Casp2 mRNA in Dcr KO cells. B. Western blot of Casp2 in Dcr WT and Dcr KO ES cells. 50 nM miR-295, miR-467a, Bim siRNA, Casp2 siRNA and Ei24 siRNA were transfected into Dcr KO ES cells, and Casp2 protein expression was assayed 24 hours later. miR-467a shares the same hexamer seed with miR-295, and Bim siRNA and Ei24 siRNA served as negative controls. C. Luciferase reporters with a full length Casp2 3' UTR or Ei24 3' UTR, as well as their seed mutant versions were assayed by comparing their activities in Dcr WT and Dcr KO ES cells. Casp2:4M has all 4 AAGUGC seed binding sites mutated, and Ei24:1M has its single AAGUGC seed binding site mutated. 20 nM miR-295 was transfected into Dcr KO ES cells and the relative activity measured versus non-transfected cells to test if the repression of luciferase reporters is specifically due to AAGUGC miRNAs. D. Casp2 luciferase reporters bearing different combinations of AAGUGC seed binding site mutations were tested in Dcr WT and Dcr KO ES cells. *Casp2:2*, 2nd AAGUGC binding site was mutated; *Casp2:3,4*, 3rd and 4th binding sites were mutated; *Casp2: 2,3,4*, 2nd, 3rd, and 4th binding sites were mutated; *Casp2:1,2*, 1st and 2nd binding sites were mutated; *Casp2: 1,2,3,4*, all binding sites were mutated. n≥3 for all experiments, and results are shown as mean ± S.E.M. (standard error of the mean). P-values were obtained by t-tests, * denotes *p* ≤ 0.05, and ** denotes *p* ≤ 0.01.

We additionally characterized the novel target Ei24, which has also been implicated in apoptosis. Originally identified as a direct p53 transcriptional target that binds Bcl2 [18], [19], the Ei24 3' UTR contains one 7mer miR-295 site. The 3' UTR of Ei24 fused to a luciferase reporter conferred approximately 2-fold repression in Dcr WT cells relative to Dcr KO cells, an effect that could be restored following transfection of miR-295 (Figure 3C). Notably, repression was lost upon mutation of the seed site, confirming that Ei24 is a direct target.

### Mir-295 cluster miRNAs promote survival of ES cells during genotoxic stress

Based on these repression data as well as the earlier informatic predictions, we tested whether mir-295 cluster miRNAs could modulate apoptosis in mESCs. The basal apoptosis rates of Dcr WT and KO ES cells in a 24 h period were compared by staining them with antibodies against cleaved Caspase 3 (Casp3) and then analyzing cells by flow cytometry. Under these conditions, only modest basal apoptotic rates were observed, with Dcr KO ES cells showing a slightly higher apoptosis rate than Dcr WT cells (Figure 4A, Figure S3A). Given that ESCs are highly sensitive to DNA damage [20] and both validated targets have been implicated in the DNA damage response, we hypothesized that the mir-295 cluster may be specifically protective in the context of genotoxic stress. To test this, we first examined the effect of exposing WT and Dcr KO cells to gamma irradiation or doxorubicin. Gamma irradiation induces DNA damage and activates ATM and p53, as does doxorubicin, a topoisomerase II inhibitor [21]. These signals lead to activation of the intrinsic apoptosis pathway and result in the cleavage of Casp3 [22]. We were able to confirm this cleavage product by Western blot in our cell culture system, as well as cleavage of Nanog, a previously reported Casp3 target [23] (Figure S5A). We also observed a decrease in Casp2 levels and the appearance of the previously described 35kD cleavage product [24], confirming its activation in our system (Figure S5B). Because this band was specific to DNA damage induction, the upregulation of Casp2 in Dcr KO cells appears to be insufficient to generate autocleavage. Both Dcr WT and KO ES cells showed minimal Casp3 activation immediately after 5-Gy gamma-irradiation, in line with previous descriptions of a 1–2 h lag phase in its activation (Figure 4A) [25]. However, there was a notable difference in their responses 24 h after the treatment (and to a lesser extent 10 h after treatment, Figure S4A); while 10% of WT cells became apoptotic, more than 30% of the Dcr KO cells exhibited Casp3 activity (Figure 4A). Similar results were seen using Annexin V staining, a complementary assay for detecting early apoptosis (Figure S3C). Importantly, mature miRNA levels from the mir-295 cluster were unchanged by these stressors (Figure S3D). Therefore, it appears that loss of mature miRNAs leads to an enhancement of apoptosis in the presence of DNA damage.

**Figure 4:**
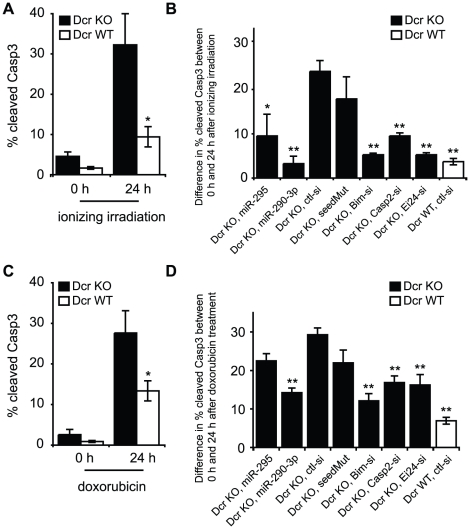
Downregulation of Casp2 and Ei24 partially rescues the increased apoptotic rate of Dcr KO cells following genotoxic stress. A. The percentage of cells expressing cleaved Caspase 3 (Casp3) in Dcr WT and Dcr KO ES cells after exposure to 5-Gy radiation (0 and 24 hours after radiation treatment). Cleaved Casp3 was assayed by flow cytometry, and was used to estimate apoptotic response. Apoptosis rate of Dcr KO cells is shown in black bars, and that of WT cells is shown in white bars. B. Dcr KO cells were treated with 5-Gy radiation 24 hours after transfection of 50 nM miR-295, miR-290-3p, Bim siRNA, Casp2 siRNA or Ei24 siRNA. Casp3 activity was assayed 0 and 24 h after the treatment, and the difference in apoptosis rate is shown. Transfection of seed mutants and control siRNAs into Dcr KO cells, and transfection of control siRNAs into WT cells served as controls. C,D. A similar series of experiments was performed in Dcr WT and Dcr KO cells using 100 nM doxorubicin. n≥3 for all experiments. Results are shown as mean ± S.E.M. P-values were obtained by Mann-Whitney tests, * denotes *p*≤0.05, and ** denotes *p*≤0.01.

To examine whether the miR-295 targets modulated apoptosis, we transfected a series of siRNAs into Dcr KO cells and evaluated cell death following irradiation. The difference in Casp3 activation between 0 and 24 h timepoints was calculated in order to account for differences in transfection-specific toxicity (Figure S6A and S6B). Relative to control siRNAs, transfection of miR-290-3p or miR-295 drastically decreased the apoptosis response of Dcr KO cells to gamma irradiation (Figure 4B, Figure S6A and S6B). The reduction in apoptosis is specific to the AAGUGC seed, as seed mutants failed to rescue Dcr KO ES cells from apoptosis. When we applied siRNAs specific to each validated target, or to Bim, a well-characterized proapoptotic factor, cells exhibited a decrease of 5–10% in Casp3 activation 24 h after irradiation, a level similar to mir-295 cluster miRNA overexpression (Figure 4B, Figure S6A and S6B). Similar findings were obtained when cells were treated with 100 nM –300 nM doxorubicin, suggesting that the identified pathways are relevant to DNA damage in general (Figure 4C and 4D, Figure S4B, Figure S6C and S6D).

### Specific deletion of the mir-295 cluster enhances susceptibility to apoptosis upon DNA damage

Because deletion of Dcr involves global miRNA loss, and three additional clusters containing the same or similar hexamer seed, mir-302, mir-467, and mir-17-92, are expressed in ESCs (Table S2), we examined the 295 KO line to determine the specific contribution of the mir-295 cluster to cell survival. Genetic deletion offers the best insight into physiological function as it avoids overexpression artifacts of exogenous miRNAs or toxicity effects of miRNA inhibitors. This system also avoids confounding by alternative miRNA-independent roles for Dcr itself in cell survival, as have been recently reported in *C. elegans* [26]. We first re-examined the reporter constructs for Casp2 and Ei24 in the 295 KO ESC line relative to its wild-type counterpart. In this context, the Casp2 reporter was derepressed approximately half as strongly as it was in Dcr KO cells, suggesting that the miR-302 and miR-467a families of miRNAs incompletely compensate for loss of the mir-295 cluster (Figure 5A). This partial derepression in the mir-295 cluster deletion probably reflects the quantitative change in the total level of AAGUGC seed miRNAs, as exogenous miR-295 could further repress Casp2 protein levels (Figure 5B). We next exploited 295 KO ES cells to determine whether these cells had an increase in apoptosis upon exposure to DNA damaging agents. 295 WT and KO ES cells were irradiated and the level of cleaved Casp3 activity was measured 0 and 24 h after treatment (Figure 5C, Figure S3B). As expected, 295 KO cells were much more sensitive to irradiation than their WT counterparts (Figure 5C). Again, overexpression of two miRNAs in the cluster, miR-290-3p and miR-295, reduced the rate of apoptosis (Figure 5D, Figure S7A and S7B). In addition, knockdown of the validated targets Casp2 or Ei24, or the pathway component Bim, partially rescued cells from apoptosis caused by irradiation (Figure 5D, Figure S7A and S7B). We repeated these experiments with 100 nM doxorubicin as before, obtaining similar results (Figure 5E and 5F, Figure S7C and S7D). Therefore, deletion and restoration of mir-295 cluster miRNAs recapitulate the modulation of apoptosis rates seen in a Dcr null context.

**Figure 5:**
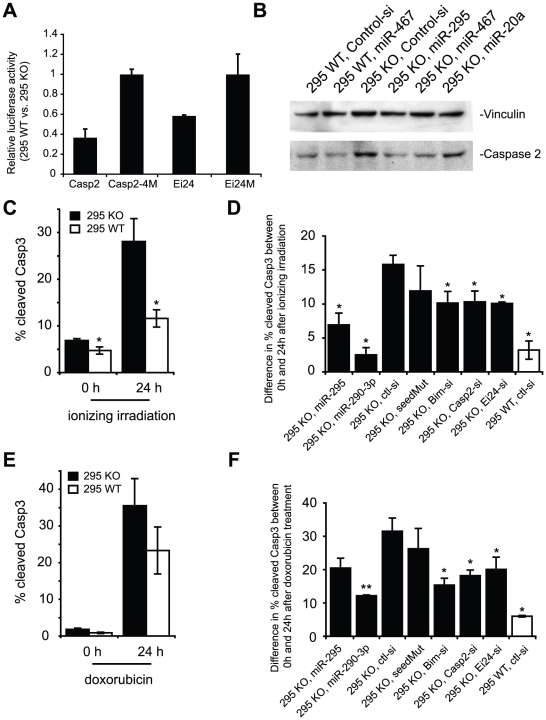
Loss of the mir-295 cluster derepresses Casp 2 and Ei24 3' UTRs and enhances sensitivity to DNA damaging agents. A. Luciferase reporters with full length versions of the Casp2 3' UTR or Ei24 3' UTR, as well as their seed mutant versions were assayed in 295 WT and 295 KO ES cells. B. Western blot of Casp2 in 295 WT and 295 KO ES cells. 50 nM miR-295, miR-467a, and miR-20a were transfected into 295 KO ES cells, and Casp2 protein expression was assayed 24 hours after the transfection. C. The percentage of cells with cleaved Casp3 in 295 WT and 295 KO ES cells after exposure to 5-Gy radiation (0 and 24 hours after radiation treatment). Cleaved Casp3 was assayed by flow cytometry, and was used to estimate apoptotic response. Apoptosis of 295 KO cells is shown in black bars, and that of 295 WT cells is shown in white bars. D. Cells were transfected with 50 nM siRNAs as shown, and difference in apoptotic response of 295 WT and 295 KO ES cells 24 hours after exposure to 5-Gy radiation was plotted. E,F. A similar series of experiments was performed on 295 WT and 295 KO cells after exposure to 100 nM doxorubicin. n≥3 for all experiments. Results are shown as mean ± S.E.M. (standard error of the mean). P-values were results of Mann-Whitney tests, and * denotes *p*≤0.05, and ** denotes *p* ≤ 0.01.

## Discussion

Here, we provide the first demonstration that the mir-295 cluster can suppress apoptosis in mESCs following exposure to the genotoxic stressors ionizing irradiation and doxorubicin. Initially suggested by an informatic comparison of global expression data following Dicer loss, the link between ESC miRNAs and cell death may act in part through the novel targets Casp2 and Ei24. In the case of Casp2, this appears to occur through multiple seed match sites in the 3' UTR leading to a roughly 5 fold reduction in expression, while for Ei24, targeting is achieved through just a single complementary site conferring approximately a 2 fold repression.

Although the exact functions of these two mediators are still emerging, multiple lines of evidence suggest that they are important in cell survival. Initial studies of Casp2 knockout mice showed increased numbers of oocytes suggesting resistance to cell death, which was confirmed by their decreased sensitivity to doxorubicin [27]. Subsequent studies have extended this pro-survival phenotype of Casp2 loss to include a number of tissues and DNA damaging agents [28]. Ei24, which was originally identified in a screen for etoposide-induced transcripts, has been shown to promote cell death by binding and sequestering Bcl2 [19].

Interestingly, these genes as well as several previously identified miR-295 family targets are known to be directly or indirectly associated with p53. Indeed, Pathway Analysis of well-characterized miR-295 targets brought up a single significant network (*p* = 10^−14^), “Cell Death, Cell Cycle, Cellular Function and Maintenance,” which prominently featured p53 (Figure 6). Activation of Casp2 can occur through a protein complex in which it associates with the p53 target PIDD [28]. Ei24 itself is a p53 transcriptional target, identified as one of 14 genes induced by adenoviral transfection of p53 into a p53-null colon cancer cell line [19]. We additionally confirmed two previously identified miR-295 targets, p21 (also known as Cdkn1a) and Lats2 [29]. In the case of p21, direct activation by p53 promotes cell cycle arrest at the G1/S phase [30]. Lats2, while also induced by p53, exists in a positive feedback loop with p53 in which it binds and inhibits Mdm2, thereby activating p53 [31]. Thus, miR-295 family miRNAs target a number of p53 associated genes and in all cases antagonizing p53 activation, consistent with the protective effect we have identified here.

**Figure 6:**
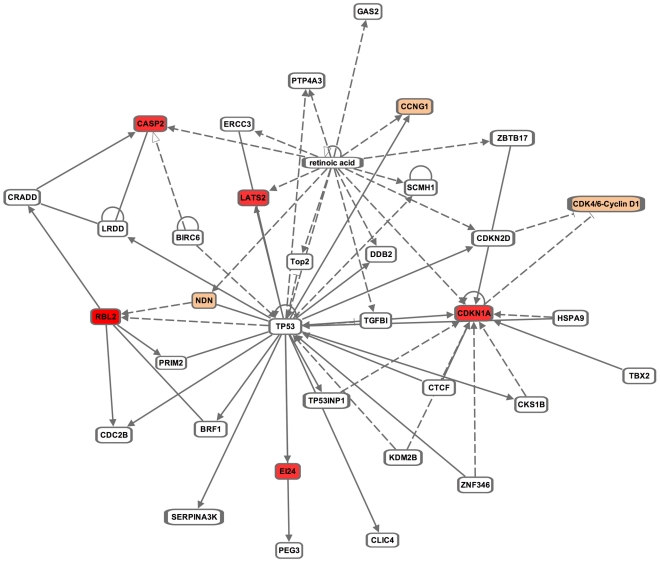
Ingenuity Pathway Analysis (IPA) of miR-295 targets. IPA was performed for validated targets of miR-295 from this and prior studies [10], [11], [12], and identified the network, “Cell Death, Cell Cycle, Cellular Function and Maintenance,” which centers around p53. Solid lines indicate direct interactions and dashed lines indicate indirect interactions. Validated targets of miR-295 are shown in red and computationally predicted targets are shown in orange.

Like p53, the mir-295 cluster affects both arms of cellular proliferation, namely cell death and cell cycle progression [12], [29]. Unlike cell cycle progression, however, the anti-apoptotic role is likely to have the greatest developmental consequences following DNA damage, induced physiologically by oxidative stress or metabolites. Interestingly, even simply *ex vivo* cell passage may be sufficient to induce a low level of stress, as evidenced by the slightly higher apoptotic rate of Dicer null cells under basal culture. In their pro-survival capacity, these miRNAs may confer robustness during embryonic development, as has been demonstrated in *Drosophila*. For instance, miR-7 has been shown to participate in a complex network of feedback loops to ensure proper photoreceptor cell development despite temperature fluctuations in development [32]. Similarly, miR-263a/b appear to prevent patterning defects in bristle formation, again consistent with the notion that they promote the fidelity of developmental trajectories [32], [33]. Early phenotypic data from mir-290-295 KO mice suggests an incompletely penetrant gestational phenotype (Medeiros *et. al*., manuscript in preparation), supporting the model that loss of this cluster is tolerated in certain developmental scenarios, perhaps including those with limited stressors during gestation.

Beyond regulating development, the miRNAs described here may also have important consequences for cancer, as both Casp2 and Ei24 are considered tumor suppressors. In the case of Casp2, this has been best demonstrated in the Eu-myc lymphoma model, where loss of even a single copy of Casp2 can accelerate malignant transformation [34]. Similarly, Ei24 is found in a region that shows frequent loss-of-heterozygosity in solid tumors, and its loss has been associated with increased breast cancer invasiveness [19]. In addition, knockdown of Ei24 in mouse fibroblasts or human breast cancer cell lines leads to increased resistance against etoposide-induced apoptosis [19], [35]. Consistent with these findings, the mir-295 cluster itself has been speculated to be an “oncomir” cluster, as overexpression of its human homolog, the mir-371-373 cluster, has been found in various human tumors [36], [37], [38] and may promote malignant transformation [39]. Given our findings, we hypothesize that these miRNAs may have a survival promoting function with dual effects, helping cells navigate physiological stresses during development, and helping cancer cells maintain viability in the face of genotoxic chemotherapeutic agents.

In conclusion, these data expand our understanding of ESC miRNA function, linking the ES cell specific miR-295 family to key players in cell death. Further, this analysis reveals a complex relationship between embryonic stem cell miRNA regulation and p53 activation.

## Materials and Methods

### ES cell culture

Feeder-free Dicer1^flox/flox^ and Dicer1^−/−^ mouse embryonic stem cells (mESCs) were generated and maintained on gelatin as described previously [40]. mESCs cells containing a floxed and excised mir-295 cluster were generated in a similar manner and will be described in an upcoming publication (Medeiros *et. al*., manuscript in preparation).

### Oligos and siRNAs used in all the experiments

See Table S4.

### Generation of luciferase constructs, mESC transfection, and luciferase assays

MicroRNA mediated repression of each candidate gene was tested by cloning PCR amplified products corresponding to the entire 3' UTR downstream of a pRL-CMV Renilla luciferase reporter as described previously [41]. Nucleotides 5–7 of Casp2, Bim, and Ei24 binding sites were mutated by Quickchange site-directed mutagenesis. Digests were performed using either XhoI or SalI to give the 5' site and ApaI or NotI to give the 3' site. Firefly luciferase (pGL3) was used as a transfection control. Data shown are summaries of three or more independent trials. 24 hours before transfection 1e^5^ mESC cells were plated/well of gelatinized 24-well plate. Cells were transfected with 2 µl Lipofectamine 2000 (Invitrogen), 0.1 µg of CMV-GFP plasmid (Invitrogen), 0.7 µg of pWS (carrier plasmid), and 50 nM siRNAs in 300 µl of Opti-MEM (Invitrogen). 4 hours after transfection, transfection mix was removed from cells and replaced with ESC media. 24 hours after transfection, cells were lysed with 1X Passive Lysis Buffer (Promega) and Dual luciferase was measured using Dual Luciferase reporter assay system (Promega) according to manufacturer’s instructions.

### Northern Blot analysis

Total RNA was isolated from ES cells with or without acute Dicer deletion using Trizol (Invitrogen), following the standard protocol. Approximately 50 µg of each RNA was loaded onto a 15% denaturing MOPS gel, according to the Northern Blot protocol outlined previously [42]. Membranes were probed for miR-292 and exposed to a phosphoimager before scanning. Prior to hybridizing with a different probe, membranes were stripped by incubating the membrane in boiling 0.1% SDS for 30 minutes and loss of signal was confirmed prior to rehybridization.

### Western Blot analysis

24 hours after transfection with short RNAs, Dicer1^−/−^, Dicer^flox/flox^, miR-290-295^−/−^, or miR-290-295^flox/flox^ cells were lysed in RIPA buffer (1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, in pH 7.4 PBS) containing protease inhibitors. 30–50 µg lysate was loaded onto 8–12% Bis-Tris gels (Invitrogen) and wet-transferred at 4°C to Westran PVDF membranes for 2 h at 70V. After 1 h blocking at room temperature in 5% milk-TBST, membranes were probed overnight at 4°C with 1∶2000 mouse anti-vinculin (Santa Cruz Biotechnology) or 1∶200 rat anti-Caspase 2 (Millipore, 10C6). After 2×10 min. TBST washes, membranes were probed for 1 h at room temperature with 1∶2000 corresponding hRP-conjugated secondary, washed an additional 2×10 min. in TBST, and visualized using Western Lightning Plus ECL (PerkinElmer).

### RT-PCR

Trizol (Qiagen) was used to extract RNA from Dicer1^flox/flox^ and Dicer1^−/−^ cells. A Superscript III kit (Invitrogen) was used to reverse transcribe 1 µg RNA following DNAse treatment with the Turbo-DNA free kit (Ambion), and real time PCR was performed with the primer sequences listed, using beta actin for normalization.

### Transfection and Casp3 assays

24 hours before transfection 2e^5^ mESC cells were plated/well of gelatinized 12-well plates. Cells were transfected with 4 µl Lipofectamine 2000 (Invitrogen), 0.2 µg pCAGGS-mCherry plasmid, 1.4 µg of pWS, and 50 nM of siRNA in 600 µl of Opti-MEM (Invitrogen). 4 hours after transfection, transfection mix was removed from cells and replaced with ESC media. 24 hours after transfection, cells were exposed to 5-Gy gamma radiation or 100 nM doxorubicin. Immediately after exposure, one plate of cells were trypsinized and fixed with 1× BD Perm buffer. Cells were stained with Rabbit Anti-Casp3 antibody (BD Biosciences) at 1∶100 for 20 min. at room temperature. Following washing, cells were incubated with Alexa-488-conjugated secondary antibody (diluted 1∶250) (Invitrogen) for 60 min. at room temperature, washed, and resuspended in BD FACS buffer containing 1∶5000 Hoechst stain. 24 hours after the treatment, another plate of cells was trypsinized and treated with the same protocol for FACS analysis.

Casp3 assays were also performed on Dcr KO and WT mESCs without transfection. 24 hours before collecting cells for the 0 h time point for Casp3 assay, 2e^5^ mESC were plated/well of gelatinized 6-well plates. In the context of genotoxic stress, 4e^5^ mESCs were plated/well of gelatinized 6-well plates. 24 hours after plating, cells were treated with 5-Gy radiation or 100 nM doxorubicin. Casp3 assays were performed at 0 h and 24 h after the treatment following the same protocol described above.

### Annexin V assays

4e^5^ mESCs were plated/well of gelatinized 6-well plates. 24 h after plating, cells were exposed to 100 nM doxorubicin. Cells were trypsinized 0 h and 24 h after the treatment for Annexin V detection, following Annexin V-FITC apoptosis detection kit (BD Biosciences).

### Microarray analysis

Microarray analysis was performed 5 days following transfection of Dicer^flox/flox^ wild-type cells with either GFP alone or GFP and Cre recombinase, and data were analyzed using biological triplicates. Microarrays for the mir-295 cluster deletion were performed on two deletion and two wild-type lines independently derived. Spot replicates were condensed using geometric means.

The log fold change (LFC) value for Dcr WT/Dcr KO was defined as the difference between the mean log expression in Dcr WT cells and the mean log expression in Dcr KO cells. The conserved set of targets were downloaded from TargetScanMouse5.1 website (http://www.targetscan.org/mmu_50/). To identify targets predicted for the AAGUGC seed family, we looked at all miRNAs that contain AAGUGC in their seed region. More specifically, they include “miR-291b-3p/519a/519b-3p/519c-3p”, “miR-290-3p/292-3p/467a”, “miR-467cd”, “miR-106/302”, and “miR-467b”. We excluded all the targets of “miR-302ac/520f”, as well as T1A 7mer targets of “miR-467b”, as they do not contain the 6-mer match to AAGUGC. Targets with top 10% of branch length scores were considered “conserved”.

### Gene Ontology and Pathway analysis

Gene Set Analysis Toolkit (http://bioinfo.vanderbilt.edu/webgestalt/) was used to perform GO analysis. Targets and controls were generated as described in the text. Network data were analyzed through the use of Ingenuity Pathways Analysis (Ingenuity Systems, www.ingenuity.com). Ingenuity Pathway Analysis (IPA) was performed on the set of validated miR-295 targets to identify the most strongly associated canonical pathways.

### Statistical analyses

All test statistics were calculated using R (http://www.r-project.org). The Wilcoxon rank sum test was used because it does not assume normality of the underlying distributions. T-tests and Kolmogorov–Smirnov (KS) test using these data gave generally similar results.

## Supporting Information

Figure S1 Microarray data from polyclonal acute dicer deletion samples show better inter-sample correlation than data from clonal chronic dicer deletion lines. Biological triplicates were obtained for both 5 days post Dicer deletion (Acute 1-3) and over 1 month following Dicer deletion (Chronic 1-3), after which samples were normalized together. Pearson correlations for all pairwise comparisons within the two conditions are shown here.
(PDF) Click here for additional data file.

Figure S2 Repression of predicted targets of the miR-295 cluster in Dcr WT and Dcr KO ES cells. Activity of luciferase reporters of predicted targets were assayed in WT, Dcr KO ES cells, as well as in Dcr KO ES cells after over expression of 20 nM miR-295. n≥2, and results are shown as mean ± S.E.M.
(PDF) Click here for additional data file.

Figure S3 Comparison of WT and KO cells’ apoptosis response to stress. A. The percentage of cells expressing cleaved Caspase 3 (Casp3) in WT and Dcr KO ES cells under normal culturing conditions (0 and 24 hours after plating). B. The percentage of cells expressing cleaved Caspase 3 (Casp3) in 295 WT and 295 KO ES cells under normal culturing conditions (0 and 24 hours after plating). Cleaved Casp3 was assayed by flow cytometry, and was used to estimate apoptosis response. Apoptosis of KO cells is shown in black bars, and that of WT cells is shown in white bars. C. Annexin V positive cells were assayed by flow cytometry immediately or 24 h after exposure to 100 nM doxorubicin. n = 2, and results are shown as mean ± S.E.M. (standard error of the mean). D. Northern analysis for miR-295 in Dcr KO ES cells, WT ES cells, and WT ES cells 6 hours after 2 μM doxorubicin treatment.
(PDF) Click here for additional data file.

Figure S4 Time course of WT and KO cells’ apoptosis response to stress. A. WT and Dcr KO ES cells were treated with 5-Gy radiation. Casp3 activity was assayed 0 h, 10 h, and 24 h after the treatment, and the differences in apoptosis rate (between 10 h and 0 h, and between 24 h and 0 h) are shown. Cleaved Casp3 was assayed by flow cytometry, and was used to estimate apoptosis response. Apoptosis rate of Dcr KO cells is shown in black bars, and that of WT cells is shown in white bars. n = 2, and results are shown as mean ± S.E.M. B. WT and Dcr KO cells were treated with 2 doses of doxorubicin (200 nM and 300 nM). Casp3 activity was assayed 0 h, 10 h, and 24 h after the treatment, and the differences in apoptosis rate (between 10 h and 0 h, and between 24 h and 0 h) are shown. n = 1 with 3 technical replicates, and results are shown as mean ± standard deviation.
(PDF) Click here for additional data file.

Figure S5 Analysis of Caspase 2 and Caspase 3 cleavage upon DNA damage induction. A. Dcr KO cells treated with 2 μM doxorubicin for 6 hours. Blot was probed with an antibody specific for cleaved Caspase 3 and for its target, Nanog, before and after treatment. B. Dcr KO and Dcr WT cells following 2 μM doxorubicin treatment for 6 hours. Intact Caspase 2 (49 kD) and cleaved Caspase 2 (35 kD) are both shown.
(PDF) Click here for additional data file.

Figure S6 Raw data of Dcr KO and WT cells’ apoptosis response after treatment of 5-Gy radiation or 100 nM doxorubicin. A. Dcr KO cells were treated with 5-Gy radiation 24 hours after transfection of 50 nM miR-295 or miR-290-3p. Caspase 3 activity was assayed 0 and 24 h after the treatment. Transfection of seed mutants and control siRNAs (50 nM) into Dcr KO cells, and overexpression of control siRNAs (50 nM) into WT cells served as controls. B. Dcr KO cells were treated with 5-Gy radiation 24 hours after transfection of 50 nM siRNAs against Bim, Casp2, and Ei24. Caspase-3 activity was assayed 0 and 24 h after the treatment. C,D. A similar series of experiments was performed in Dcr WT and Dcr KO cells using 100 nM doxorubicin. n ≥ 3 for all experiments. Results are shown as mean ± S.E.M. (standard error of the mean).
(PDF) Click here for additional data file.

Figure S7 Raw data of 295 KO and 295 WT cells’ apoptosis response after treatment of 5-Gy radiation or 100 nM doxorubicin. A. 295 KO cells were treated with 5-Gy radiation 24 hours after transfection of 50 nM of miR-295 or miR-290-3p. Caspase 3 activity was assayed 0 and 24 h after the treatment. Transfection of seed mutants and control siRNAs (50 nM) into 295 KO cells, and overexpression of control siRNAs (50 nM) into 295 WT cells served as controls. B. 295 KO cells were treated with 5-Gy radiation 24 hours after transfection of 50 nM siRNAs against Bim, Casp2, and Ei24. Caspase-3 activity was assayed 0 and 24 h after the treatment. C,D. A similar series of experiments was performed in 295 WT and 295 KO cells using 100 nM doxorubicin. n ≥3 for all experiments. Results are shown as mean ± S.E.M. (standard error of the mean).
(PDF) Click here for additional data file.

Table S1 Sequences and expression level of the mir-295 cluster in ES cells. The 6-mer seed is highlighted in bold. The cloning statistics were taken from previously published studies [7], [8], [9].
(PDF) Click here for additional data file.

Table S2 Sequences and expression level of the mir-302, mir-467, and mir-17-92 clusters in ES cells. The 6-mer seed is highlighted in bold. The cloning statistics were taken from previously published studies [7], [8], [9].
(PDF) Click here for additional data file.

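Table S3 lists gene symbols only, with no expression values or site positions. It holds 807 symbols, the number of candidates the paper gives. Some symbols in the copy used here are misspelled or use older names, and 53 were not matched to a named gene of the array.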

Table S3 Predicted targets of the mir-295 cluster.
(PDF) Click here for additional data file.

Table S4 Oligos and siRNAs used in all experiments.
(PDF) Click here for additional data file.

# Supplementary material for: A Latent Pro-Survival Function for the Mir-290-295 Cluster in Mouse Embryonic Stem Cells
**Source:** PLoS Genet. 2011 May 5;7(5):e1002054. doi: 10.1371/journal.pgen.1002054
**Supplement:** Table S1 — Sequences and expression level of the mir-295 cluster in ES cells. The 6-mer seed is highlighted in bold. The cloning statistics were taken from previously published studies [7], [8], [9].

| Cluster                         | Chr  | miRNA       | Sequence                | % cloned in different ES cell lines |                        |                       |
|---------------------------------|------|-------------|-------------------------|-------------------------------------|------------------------|-----------------------|
|                                 |      |             |                         | Leung et. al.<br>(a)                | Babiarz et. al.<br>(b) | Ciaudo et. al.<br>(c) |
| mir-290-295<br>cluster          | chr7 | miR-290-3p  | AAAGUGCCGCCUAGUUUUAAGCC | 0.01                                | 6.31                   | 0.03                  |
|                                 |      | miR-291a-3p | AAAGUGCUUCCACUUUGUGUG   | 1.28                                | 8.36                   | 16.71                 |
|                                 |      | miR-291b-3p | AAAGUGCAUCCAUUUUGUUUG   | 0.03                                | 0.88                   | 0.00                  |
|                                 |      | miR-292-3p  | AAAGUGCCGCCAGGUUUUGAGUG | 2.66                                | 12.47                  | 10.10                 |
|                                 |      | miR-294     | AAAGUGCUUCCCUUUUGUGUG   | 13.56                               | 10.82                  | 12.72                 |
|                                 |      | miR-295     | AAAGUGCUACUACUUUUGAGUC  | 25.01                               | 13.70                  | 8.89                  |
| Percentage of total miRNA reads |      |             |                         | 42.55                               | 52.53                  | 48.44                 |

(a) A.K. Leung, A.G. Young, A Bhutkar, G.X. Zheng, A.D. Bosson, C.B. Nielsen, and P.A. Sharp. Nat Struct Mol Biol. 2011. 18 (2).

(b) J.E. Barbiarz, J.G. Ruby, Y. Wang, D.P. Bartel, and R. Blelloch. Genes Dev 2008. 22 (20).

(c) C. Ciaudo et. al., PLoS Genet. 2009. 5 (8).

# Supplementary material for: A Latent Pro-Survival Function for the Mir-290-295 Cluster in Mouse Embryonic Stem Cells
**Source:** PLoS Genet. 2011 May 5;7(5):e1002054. doi: 10.1371/journal.pgen.1002054
**Supplement:** Table S3 — Predicted targets of the mir-295 cluster.

### Gene symbols of predicted targets

1110018G07Rik  
1110021L09Rik  
1110037F02Rik  
1110067D22Rik  
1190002N15Rik  
1200009F10Rik  
1200015N20Rik  
1300001I01Rik  
1300014I06Rik  
1600029D21Rik  
1700021K19Rik  
1700061G19Rik  
1810013L24Rik  
1810026J23Rik  
2010301N04Rik  
2010305A19Rik  
2210010L05Rik  
2310008H09Rik  
2310035C23Rik  
2310044G17Rik  
2410014A08Rik  
2610020H08Rik  
2700078E11Rik  
2700081O15Rik  
4631416L12Rik  
4632434I11Rik  
4732496O08Rik  
4921505C17Rik  
4930453N24Rik  
4931414P19Rik  
4933434E20Rik  
6030458C11Rik  
6330409N04Rik  
A430093A21Rik  
A830007P12Rik  
AA881470  
Abca1  
Abhd12  
Abi1  
Abl2  
Acaa1a  
Acbd5

Acox1  
Acpp  
Adam17  
Adam23  
Adam9  
Adamts5  
Aebp2  
Agk  
AI450540  
AI747699  
Aifm1  
Akt1  
Alcam  
Aldh1b1  
Alg2  
Alpk3  
Als2cr13  
Amotl1  
Ampd3  
Ank2  
Ankfy1  
Ankib1  
Ankmy2  
Ankrd17  
Ankrd32  
Ankrd44  
Ankrd57  
Aof1  
Ap1g1  
Ap1m1  
Ap3m1  
Apbb2  
Apc  
Apcdd1  
App  
Arfgap3  
Arhgap1  
Arhgap28  
Arhgef12  
Arhgef17  
Arhgef3  
Arhgef5  
Arhgef7

Arid4a  
Arl4a  
Arl6ip5  
Arpp19  
Arzb  
Asb8  
Ash1l  
Asxl2  
Atad2  
Ate1  
Atg16l1  
Atg2a  
Atp11a  
Atp2a2  
Atp6ap2  
Atp7a  
Atrn  
AU040829  
B230219D22Rik  
Bahd1  
Bat5  
Bbx  
BC010304  
BC022623  
BC038286  
BC043118  
BC062127  
Bcor  
Bdh1  
Bicd2  
Blcap  
Blzf1  
Bmi1  
Bmp2k  
Brms1l  
Btaf1  
Btbd10  
Btbd14a  
Btbd7  
Btbd9  
Btg1  
Bub3  
C330002119Rik

C330007P06Rik

C77370

C87436

Cadm1

Calm1

Camk1d

Camk2n1

Camsap1

Camsap1l1

Cand1

Casc4

Casd1

Cask

Casp2

Cast

Cav1

Cbara1

Cbx4

Cc2d1a

Ccdc100

Ccdc102a

Ccdc115

Ccdc128

Ccdc93

Ccnd1

Ccnd2

Ccng1

Ccnj

Cd109

Cd151

Cd24a

Cd2ap

Cd55

Cdc23

Cdc2l6

Cdc42se1

Cdh2

Cdk6

Cdkn1a

Cdo1

Cds1

Cds2

Ceacam1

Cenpq  
Cep170  
Cep55  
Cgnl1  
Chd3  
Chfr  
Chic1  
Chmp4c  
Chn2  
Cic  
Cirbp  
Clcn4-2  
Clic1  
Clock  
Clpb  
Clptm1l  
Cnot6l  
Cobl  
Col4a1  
Col4a2  
Coq10b  
Cpd  
Cpe  
Cpeb1  
Cpeb3  
Cpne5  
Cpt1a  
Crebl1  
Crebl2  
Crem  
Crot  
Crtc2  
Cs  
Csf1  
Csnk1g1  
Cstf2t  
Ctgf  
Ctsb  
Ctxn1  
Cxadr  
Cyld  
Cyp1b1  
D030011O10Rik

D030056L22Rik  
D10Ertd641e  
D12Ertd553e  
D16Ertd472e  
D2Bwg1335e  
D4Wsu53e  
D6Wsu163e  
D6Wsu176e  
D730040F13Rik  
D930001I22Rik  
Daam1  
Dab2  
Daglb  
Dazap2  
Dck  
Dcun1d3  
Dcun1d4  
Ddef1  
Ddef2  
Ddhd1  
Ddx19a  
Ddx3x  
Ddx46  
Ddx5  
Dedd  
Dennd2c  
Derl2  
Dgke  
Dhdh  
Dhx40  
Dixdc1  
Dnajb5  
Dnajb6  
Dnajb9  
Dnase2a  
Dnm1l  
Dock4  
Dock5  
Dock9  
Dsg2  
Dsn1  
Dync1li2  
E030018N11Rik

E330016A19Rik  
E430028B21Rik  
Ect2  
Edem1  
Edn1  
Eea1  
EG435970  
Egfr  
Ehd1  
Ei24  
Eif2ak2  
Eif5b  
Elavl2  
Elf1  
Elk3  
Elk4  
Enpp4  
Entpd4  
Entpd7  
Epas1  
Epc2  
Epha2  
Epha4  
Erb2ip  
Erlin1  
Erlin2  
Ets1  
Etv1  
Exo1  
Exoc1  
Exoc3  
Exoc5  
Exosc4  
F3  
Fadd  
Fars2  
Fbxl3  
Fbxo11  
Fbxo25  
Fbxo39  
Fgd4  
Fgf4  
Fkbp10

Fln  
Fmnl3  
Fndc3b  
Fosl2  
Foxn2  
Foxp4  
Frmd4a  
Fryl  
Fusip1  
Fut11  
Fyco1  
Fyn  
Fzd6  
G3bp2  
Gab1  
Galnt7  
Gcc2  
Gfpt2  
Ggta1  
Gk5  
Gnb1l  
Gnb5  
Gnpnat1  
Golga1  
Golga2  
Gpa33  
Gpc6  
Gpkow  
Gpr107  
Gpr177  
Gpsm1  
Grsf1  
Gtf3c2  
H13  
Hcfc1  
Heatr6  
Hexim1  
Hif1a  
Hif1an  
Hisppd1  
Hmbox1  
Hook3  
Hoxa1

Hoxd8  
Hp1bp3  
Hps5  
Hrbl  
Hs2st1  
Hsd17b11  
Hspa1b  
Ifitm3  
Ift80  
Igf2bp3  
Ikbkb  
Il17rd  
Il6st  
Inhbb  
Inoc1  
Ints3  
Ints6  
Irak2  
Irak3  
Isgf3g  
Itch  
Itfg1  
Itgav  
Jmjd3  
Jmy  
Kbtbd8  
Kctd1  
Kctd10  
Kctd9  
Kif16b  
Kif1b  
Kif3a  
Kif5c  
Kit  
Klhdc5  
Klhl20  
Klhl28  
Klhl7  
Ktelc1  
Lace1  
Lactb2  
Lamc1  
Lamp2

Laptm4a  
Larp4  
Lass6  
Lats1  
Lats2  
Lcorl  
Leprotl1  
Lgals8  
Lifr  
Lima1  
Lmbr1  
Lnx2  
Lox  
Lrig1  
Lrrc15  
Lrrc58  
Lrrc8a  
Lycat  
Lztfl1  
Lztr1  
Magi1  
Magi3  
Man1a  
Maoa  
Mapt  
Marcks  
Mastl  
Mat2b  
Mbd2  
Mbnl1  
Mbnl2  
Mcc  
Mdfic  
Mdh2  
Mecp2  
Med28  
Med6  
Mef2a  
Met  
Mex3c  
Mfap3l  
Mfn2  
Midn

Mier3  
Mink1  
Mis12  
Mitf  
Mkrn3  
Mll1  
Mllt11  
Mllt6  
Mmaa  
Mmp11  
Mmp14  
Mmp23  
Mn1  
Mobkl1a  
Mobkl3  
Mreg  
Mrpl51  
Msrb3  
Mtbp  
Mtm1  
Mtmr3  
Mtmr4  
Mtus1  
Mxd1  
Myb  
Mycn  
Mynn  
Myo1c  
Nagk  
Nagpa  
Nanos1  
Napb  
Nbea  
Ncam1  
Ncapg2  
Ncoa3  
Ncoa7  
Ndn  
Ndst1  
Necap1  
Neo1  
Neurod1  
Nfatc2ip

Nfib  
Nfya  
Nhsl1  
Niban  
Nid1  
Nkiras1  
Nnat  
Nope  
Nr2c1  
Nr3c1  
Nrbp1  
Nrp2  
Ntn1  
Nup35  
Oas1g  
Obfc2a  
Orc2l  
Os9  
Ostm1  
Otub1  
Otud4  
Otud6b  
P2rx4  
Pafah1b2  
Pank3  
Papola  
Pbxip1  
Pcsk7  
Pdgfc  
Pdgfd  
Pdik1l  
Pdpk1  
Pdzd2  
Pecam1  
Pex19  
Pfkfb3  
Pfn2  
Phtf2  
Phyhipl  
Pigk  
Pigm  
Pign  
Pik3c2a

Pik3cb  
Pik3r3  
Pja2  
Pkd2  
Pknox1  
Pldn  
Plekha3  
Plekhn1  
Plk4  
Plscr3  
Pmp22  
Polr3f  
Ppap2b  
Ppp6c  
Pqlc1  
Prdm4  
Prdx3  
Prkaa1  
Pros1  
Ptpn9  
Ptprg  
Ptprj  
Ptprk  
Pvr  
Qser1  
Rab11fip1  
Rab21  
Rab22a  
Rab33b  
Rab5c  
Rab7l1  
Rabgap1  
Rad21  
Rad23b  
Rasa1  
Rb1cc1  
Rcan1  
Reck  
Reep3  
Rexo2  
Rfxdc2  
Rgnef  
Rhoc

Ripk1  
Rnf128  
Rnf138  
Rnf14  
Rnf146  
Rnf20  
Rock2  
Rpia  
Rragd  
Rreb1  
Rrm2  
Rrm2b  
Rtn1  
Rtn4  
Rtn4rl1  
Sall1  
Sart3  
Sass6  
Sbf1  
Scoc  
Scp2  
Scpep1  
Sdc1  
Sdc2  
Sema3c  
Sema4b  
Serp7  
Seph1  
Serinc1  
Serinc3  
Serpib9b  
Serpine1  
Serpini1  
Sertad2  
Setbp1  
Sgms1  
Sh3gl2  
Shoc2  
Sipa1l3  
Sirt7  
Skp2  
Slain2  
Slc10a7

Slc12a2  
Slc12a7  
Slc16a6  
Slc16a9  
Slc19a2  
Slc25a16  
Slc25a40  
Slc30a1  
Slc35a4  
Slc35a5  
Slc35b4  
Slc39a6  
Slc4a4  
Slc6a15  
Slc6a6  
Slco5a1  
Slu7  
Smad2  
Smad6  
Smarcc2  
Smg7  
Smndc1  
Snap29  
Sntb2  
Snx12  
Snx16  
Snx30  
Socs5  
Sod2  
Sos1  
Sox11  
Sox21  
Sparc  
Spin4  
Spm2  
Spp1  
Spry4  
Sptlc1  
Spty2d1  
Ssbp2  
Ssfa2  
Ssr1  
Ssx2ip

St3gal5  
St5  
Stambp  
Stard13  
Stat1  
Stk11ip  
Stk3  
Stk38  
Stk38l  
Stk4  
Strn  
Styx  
Sumf1  
Surf4  
Susd2  
Suv39h1  
Suv420h1  
Syap1  
Syncrip  
Synj2  
Taf7  
Taf9b  
Tanc1  
Taok1  
Tapt1  
Tbc1d12  
Tbc1d15  
Tbc1d23  
Tbc1d8b  
Tbc1d9  
Tbcel  
Tbl1xr1  
Tbx3  
Tceb3  
Tcfap4  
Tcfcp2l1  
Tfb2m  
Tfrf  
Tgfbr1  
Tgfbr2  
Tgoln1  
Thbs1  
Thtpa

Tiam1  
Tinagl  
Tiparp  
Tle4  
Tm9sf3  
Tmco1  
Tmed2  
Tmed4  
Tmem111  
Tmem123  
Tmem127  
Tmem16f  
Tmem184b  
Tmem188  
Tmem33  
Tmem41b  
Tmem43  
Tmem64  
Tmem79  
Tmem87b  
Tmtc3  
Tmub2  
Tnfaip1  
Tnfrsf21  
Tnrc18  
Tnrc6b  
Tnrc6c  
Tob2  
Tom1l2  
Topors  
Tor1b  
Tpk1  
Tpm2  
Tpp1  
Trak1  
Trib1  
Trim25  
Trim35  
Trim36  
Trps1  
Tsga14  
Tspyl2  
Tsr2

Ttc3  
Ttc30b  
Ttc8  
Tubb2b  
Tulp4  
Twf1  
Txnrd3  
Tyw3  
Ube2g1  
Ube2q2  
Ube2w  
Ube2z  
Ube4a  
Ubfd1  
Ubtf  
Ubx4  
Ubx6  
Uchl1  
Unkl  
Usp25  
Usp33  
Usp42  
Usp46  
Usp9x  
Vcl  
Vim  
Vps26a  
Vps4b  
Wars2  
Wdr1  
Wdr40b  
Wdr42a  
Wdr48  
Wee1  
Wisp1  
Yipf6  
Ythdf3  
Ywhaz  
Zbtb4  
Zbtb41  
Zcchc2  
Zdhc20  
Zdhc9

Zfand2a  
Zfhx3  
Zfp11  
Zfp113  
Zfp148  
Zfp180  
Zfp191  
Zfp213  
Zfp238  
Zfp296  
Zfp319  
Zfp326  
Zfp408  
Zfp422  
Zfp46  
Zfp53  
Zfp553  
Zfp568  
Zfp597  
Zfp650  
Zfp668  
Zfp697  
Zfp704  
Zfp74  
Zfp790  
Zfp800  
Zfp84  
Zfp91  
Zfx  
Zfyve26  
Zmpste24  
Zmym3  
Znfx1  
Zwint

# Supplementary material for: A Latent Pro-Survival Function for the Mir-290-295 Cluster in Mouse Embryonic Stem Cells
**Source:** PLoS Genet. 2011 May 5;7(5):e1002054. doi: 10.1371/journal.pgen.1002054
**Supplement:** Table S4 — Oligos and siRNAs used in all experiments.

|                          |
|--------------------------|
| <b>siRNA</b>             |
| miR-295                  |
| miR-295<br>seed mutant   |
| miR-290-3p               |
| Control siRNA            |
| si-bim                   |
| si-casp2                 |
| si-ei24                  |
| <b>RT-PCR Primers</b>    |
| Casp2 Forward            |
| Casp2 Reverse            |
| Ei24 Forward             |
| Ei24 Reverse             |
| $\beta$ -actin Forward   |
| $\beta$ -actin Reverse   |
| <b>3'UTR Primers</b>     |
| Irf9 Forward             |
| Irf9 Reverse             |
| Casp2 Forward            |
| Casp2 Reverse            |
| Pax6 Forward             |
| Pax6 Reverse             |
| p21 Forward              |
| p21 Reverse              |
| Thbs1 Forward            |
| Thbs1 Reverse            |
| Itgav Forward            |
| Itgav Reverse            |
| Irak3 Forward            |
| Irak3 Reverse            |
| Lats2 Forward            |
| Lats2 Reverse            |
| <b>Mutagenic Primers</b> |
| Ei24 Site 1              |
| Casp2 Site 1             |
| Casp2 Site 2             |
| Casp2 Site 3             |
| Casp2 Site 4             |
| <b>Northern probes</b>   |
| miR-292 probe            |
| miR-295 LNA              |

|                                                       |
|-------------------------------------------------------|
| <b>Sequence (5' - 3' unless otherwise noted)</b>      |
| 5'- AAAGUGCUACUACUUUUGAGUCU -3'                       |
| 3'- UCUUUCACGAUGAUGAAAACUCA -3'                       |
| 5'- AAAGACGUACUACUUUUGAGUCU -3'                       |
| 3'- UCUUUCUGCAUGAUGAAAACUCA -3'                       |
| 5'- AAAGUGCCGCCUAGUUUUAAGCCC -3'                      |
| 3'- CCUUUCACGGCGGAUCAAAAUUCG -5'                      |
| (from Dharmacon, Accell Non-targeting pool)           |
| (from Dharmacon, Smartpool)                           |
| (from Dharmacon, Smartpool)                           |
| (from Dharmacon, Smartpool)                           |
| GCAGGGTCACTTGGAAGACT                                  |
| GAAGACAGGGAGGACCATCA                                  |
| TCTCTTCCCCATCCATCTT                                   |
| TAACGTAACGACACTCCTTTC                                 |
| GACGAGGCCCGAGCAAGAGAGG                                |
| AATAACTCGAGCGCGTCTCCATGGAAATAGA                       |
| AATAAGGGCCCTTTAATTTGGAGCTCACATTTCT                    |
| AATAACTCGAGCCGCCTGCTATTCCTGCT                         |
| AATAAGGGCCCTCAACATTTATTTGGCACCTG                      |
| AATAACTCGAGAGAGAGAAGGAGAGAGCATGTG                     |
| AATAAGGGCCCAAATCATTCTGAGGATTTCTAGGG                   |
| AATAACTCGAGCCTCTTCTGCTGTGGGTCA                        |
| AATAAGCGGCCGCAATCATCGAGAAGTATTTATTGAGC                |
| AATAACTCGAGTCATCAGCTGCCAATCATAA                       |
| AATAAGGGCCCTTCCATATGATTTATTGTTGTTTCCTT                |
| AATAACTCGAGCCACTTCTGTCCGCTCCA                         |
| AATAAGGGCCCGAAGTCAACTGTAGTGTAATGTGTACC                |
| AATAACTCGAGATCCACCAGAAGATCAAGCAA                      |
| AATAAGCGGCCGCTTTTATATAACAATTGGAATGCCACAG              |
| AAACTCGAGCGAGGAAACCCAAAATGAGA                         |
| AAAGGGCCCTCCAACAAAACACCACAAATG                        |
| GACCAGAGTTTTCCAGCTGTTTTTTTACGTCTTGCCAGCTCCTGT         |
| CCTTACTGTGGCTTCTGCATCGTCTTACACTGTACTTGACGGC           |
| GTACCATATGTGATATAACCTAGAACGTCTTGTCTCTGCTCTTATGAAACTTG |
| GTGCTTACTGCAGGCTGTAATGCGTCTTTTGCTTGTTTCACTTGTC        |
| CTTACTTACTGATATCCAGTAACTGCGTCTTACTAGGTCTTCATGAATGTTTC |
| CAAAAGAGCCCCCAGTTTGAGT                                |
| AGACTCAAAAGTAGTAGCACTTT                               |

How the deposited data were processed for this re-analysis (not part of the article)

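Expression was measured in mouse embryonic stem cells with floxed Dcr alleles, 5 days after transfection with GFP alone (Dcr WT, 3 arrays) or with GFP and Cre recombinase (Dcr KO, 3 arrays). The labels number the replicates and the methods call them biological triplicates. These are the only groups analysed here. Neither group received Cre without the deletion, so an effect of Cre itself cannot be separated from that of the deletion. The chronic deletion lines, the arrays of the cluster knockout line, the RT-PCR and the reporter assays were not analysed here.

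The authors deposited log2 expression values, 1 per probe set and array, for 45037 probe sets. The submitters' processing notes name GCRMA 2.20.0 and R 2.11.1. The legend of Figure S1 states that acute and chronic samples were normalized together for that figure. Whether the values used here come from that normalization is not given in the sources used here. A joint normalization with other arrays could change the values, by an amount that was not tested here. GCRMA's background model may leave the differences of dim probe sets less certain, which was not tested either. No probe set of the control (AFFX) series was among the values, and no array column was left unused (0 columns).

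Gene names come from the platform annotation: 34945 probe sets carried 1 symbol, 932 several and 9160 none here. The Entrez IDs of 34741 of the first were found in the RefSeq gene table of GRCm38.p6, which changed 0 symbols. That table was used for names and synonyms only, and no coordinates are printed because the values name no genome build. Probe sets with several symbols or none were left out of gene tables.

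A gene's value is the mean of the log2 values of its probe sets, which is a geometric mean, the kind of mean that the methods name for spot replicates. Differences between groups were tested with lmFit and eBayes in limma 3.58.1 (R 4.3.3) on the 8782 genes with a mean over all 6 arrays of at least 16 on the linear scale, which is 4 on the log2 scale. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. Genes up or down at least 1.2-fold were counted among genes with a mean of at least 16 on the Dcr WT arrays, after the rule in the paper, with no test. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over 21 lists. Camera with an estimated correlation and limma's fry were the alternatives. With an estimated correlation none of the 21 lists passed, the reporter genes included (adjusted p = 0.454 from camera). A failure in that setting therefore does not count against a list. Fry tests a list against no change, while camera tests it against the other genes, so their p-values answer different questions. Shares of genes up at least 1.2-fold were compared with the other expressed genes by a two-sided Fisher's exact test. With 3 arrays against 3, a permutation test of a single gene cannot give a two-sided p below 0.1, so single genes rest on limma's model across genes. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

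The 21 lists, the rule for named genes and the tests between groups were fixed before the data were examined, by an author who had seen Table S3. The lists are apoptosis promoters, apoptosis inhibitors, cell cycle inhibitors, genes of G1 and S, genes of G2 and M, p53 targets, pluripotency, DNA methylation, primitive endoderm, primitive streak and epiblast, neural, trophectoderm, fibroblast, interferon response, matrix, adhesion and actin, miRNA machinery, miRNA host transcripts, hypoxia and glycolysis, cholesterol synthesis, stress response of ATF4 and the unfolded protein response, and the reporter genes of the study. They stand in for GO categories, which were not used here. Named genes are the 10 largest rises and 10 largest falls among genes past the threshold whose groups do not overlap, the genes the paper names for these cells, up to 4 members of each list with the smallest adjusted p, and the 10 genes with the largest rise among those of Table S3 with a mean of at least 16 on the Dcr WT arrays. The fixed rule did not state that minimum for Table S3, and the script added it. Without it Abca1, Znfx1 and Inhbb (Dcr WT log2 levels of 3.83, 3.87 and 3.18) would take the places of Thbs1, Nid1 and Irak3 among the 10. Other list members that passed the test are named where their count is small, chosen after their values were seen.

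The tests were tried on simulated arrays, with the levels and spread of the 8782 genes and 200 genes changed in each of 20 simulations. Limma called 98.6% of genes changed 4-fold, 81.5% of those changed 2-fold, 30.5% of those changed 1.5-fold and 0.50% of those changed 1.2-fold. The adjustment depends on how many genes change, and the data had 1171 calls, so the shares for small changes may be too low for the data. There, 548 genes up at least 1.2-fold passed, while 457 were up at least 1.5-fold in all. Of its calls, 5.00% were unchanged genes. Camera recovered a list of 20 genes shifted 1.5-fold in 20 of 20 simulations and called 0 of 400 unshifted lists, on simulated genes that do not move together.

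The alternatives were no filter on low values, a minimum of 64, a filter on the other set of arrays, the highest probe set per gene, probe sets counted singly, quantile normalization, median centring of each array, eBayes with trend and robust settings, the replicate number as a block, an adjusted p under 0.01, a test against a fold of 1.2, a threshold of 1.5-fold, and each array left out. Gene lists were also tested with the genes of Table S3 left out of the lists and of the genes they are compared with, which was chosen after the values were seen. The planned comparison of genes with an AAGUGC seed match against matched controls and the rank of GCACTT among hexamers need 3' UTR sequences and were not run. The derepression of TargetScan targets in Figure 1C was therefore not analysed here.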

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

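The tests on the scaling of the arrays, on Dcr KO replicate 3, on the state of the cultures, on the share of deleted cells, on the Dicer1 probe sets, on lists without the genes of Table S3 and on other splits for the gene lists were chosen after the result was seen, and those on the state of the cultures and on the share of deleted cells were changed once more after a first outcome.

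Outside the apoptosis, cell cycle and reporter genes that the paper discusses, 5 gene lists were shifted between Dcr KO and Dcr WT by camera with the preset correlation, and none with an estimated correlation. No list at all passed with an estimated correlation, the reporter genes included, so that setting cannot decide against these shifts. Genes of matrix, adhesion and actin were higher (median log2 difference 0.35, adjusted p = 2.38e-04, and adjusted p = 0.454 with an estimated correlation). Of 23 measured, 7 rose and none fell (10 and 0 adjusted over the list alone), among them Tgfb2, which encodes a TGF-beta ligand (2.00-fold), Vim, the intermediate filament vimentin (2.23-fold), and Acta2, smooth muscle actin (1.65-fold, and 3.18-fold on its brightest probe set, the others being near background). Of the 23, 10 are in Table S3, chosen in part for their rise on these arrays. With the genes of Table S3 left out, 3 of 13 rose and the shift passed (median 0.27, adjusted p = 0.0318). Tgfb2 and Vim did not pass without Dcr WT replicate 3 (adjusted p = 0.0526 and adjusted p = 0.0562 from limma), nor Acta2 without that array or Dcr KO replicate 2 (highest 0.0651). The others that rose are Thbs1, Smad6 (lost without any array but Dcr KO replicate 3, highest adjusted p = 0.0828), Ccn2 (lost without Dcr KO replicate 2 or any single Dcr WT array, 0.104) and Myl9 (lost in all 6 fits, 0.136). None of the 7 passed without Dcr WT replicate 3, where Thbs1 had an adjusted p of 0.128, and the list had 4 higher without Dcr WT replicate 1 or 2 and 2 without Dcr KO replicate 2. Genes of the primitive endoderm, an extraembryonic lineage, had a median difference of 0.37 (adjusted p = 0.0267, and adjusted p = 0.519 with an estimated correlation), and 2 of 6, Lama1 and Col4a1, both basement membrane components, rose (3 adjusted over the list alone). Of the 6, 4 are in Table S3, and the shift did not pass without them (adjusted p = 0.0594, 2 genes left). Gata4, Gata6, Sox17, Sox7, Foxa2 and Hnf4a, transcription factors of that lineage, had log2 levels between 1.72 and 2.15 in both groups, under the minimum. Neither Lama1 (highest adjusted p = 0.126 from limma) nor Col4a1 (0.114) passed without any array but Dcr WT replicate 2, where Col4a2 passed too (adjusted p = 0.0311). The shift of the list was lost without Dcr WT replicate 1 (adjusted p = 0.0681) or replicate 3 (adjusted p = 0.0517), and with no filter on low values (median 0.11, adjusted p = 0.0680). Pluripotency genes had a median difference of 0.12 (adjusted p = 0.0491, and adjusted p = 0.519 with an estimated correlation). Of 26 measured, Klf2 (2.38-fold), Prdm14 (2.32-fold), Dppa2 (1.86-fold) and Gdf3 (1.61-fold) rose and 22 did not pass the test, with 6 higher and 1 lower adjusted over the list alone. Gdf3 did not pass without Dcr WT replicate 1 or 2 or Dcr KO replicate 2 (highest adjusted p = 0.0701 from limma). The shift of the pluripotency list was lost without Dcr WT replicate 1 (adjusted p = 0.0681) or 2 (adjusted p = 0.122) and without Dcr KO replicate 1 (adjusted p = 0.0671) or 2 (median 0.20, adjusted p = 0.0682).

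Genes of hypoxia and glycolysis were lower (median log2 difference -0.42, adjusted p = 2.09e-04, and adjusted p = 0.519 with an estimated correlation), with 6 of 21 lower and none higher (11 and 0 adjusted over the list alone), such as Ddit4 (-0.95), P4ha2 (-0.87) and Pfkl (-0.67, with -0.80 and -0.93 on its bright probe sets). Genes of cholesterol synthesis were lower too (median -0.43, adjusted p = 6.27e-04, and adjusted p = 0.519 with an estimated correlation), with Mvd (-1.06), Mvk (-0.56) and Sqle (-0.49) lower among 14 (6 and 0 adjusted over the list alone). Ddit4 passed without each array in turn. The others did not: P4ha2 without Dcr WT replicate 3 or Dcr KO replicate 2 or 3 (highest adjusted p = 0.0788 from limma), Pfkl without Dcr WT replicate 1 or 2 or Dcr KO replicate 2 or 3 (0.0756), Mvd without any single Dcr WT array or Dcr KO replicate 2 (0.0881), Mvk without any array but Dcr WT replicate 2 (0.117) and Sqle without any array but Dcr KO replicate 1 (0.0984). The other lower hypoxia and glycolysis genes are Aldoc (lost without Dcr WT replicate 1 or 3 or Dcr KO replicate 2 or 3, 0.0947), Aldoa (lost without any array but Dcr KO replicate 1, 0.0965) and Egln1 (lost without Dcr KO replicate 2 or any single Dcr WT array, 0.104). That list had 2 lower without Dcr WT replicate 1 or 3, 3 without Dcr WT replicate 2 or Dcr KO replicate 3 and 1 without Dcr KO replicate 2, and no cholesterol gene passed without Dcr WT replicate 1 or 3 or Dcr KO replicate 2. Dhcr7 passed without Dcr KO replicate 1 (0.0449) or 3 (0.0333). The median of the cholesterol list was -0.26 without Dcr KO replicate 3. Fry did not call either list (adjusted p = 0.0628 and adjusted p = 0.0794).

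For the fall of these 2 lists, unlisted genes of like mean level had medians of -0.029 and -0.015, which argues against the scaling of the arrays. Without Dcr KO replicate 3 both shifts passed with the preset correlation (adjusted p = 3.29e-04 and adjusted p = 0.00196 from camera). With an estimated correlation neither passed even on all arrays (adjusted p = 0.519 for each), but no other list did either, so that setting cannot decide. Both list means also lay below all 3 Dcr WT arrays in Dcr KO replicates 1 and 2, which argues against replicate 3 as the whole cause. Members moved together between arrays of one group (estimated correlation 0.475 and 0.627), so a state of the cultures such as density or medium may account for the fall. The list means differed between groups by 0.50 and 0.46 on the log2 scale and ranged over 0.53 and 0.51 within the Dcr KO arrays, which met the criterion first set for such a state, and over 0.24 and 0.14 within the Dcr WT arrays, to which the criterion was then restricted because the Dcr KO range can hold the deletion itself. A state of the cultures and an effect of the deletion cannot be told apart, because all 3 Dcr KO arrays lie below all 3 Dcr WT arrays in both list means and no culture state is recorded. Nor can an effect of Cre itself be told apart from the deletion, since only the Dcr KO cells received it.

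Dcr KO replicate 3 lay farthest from the Dcr WT arrays on the first principal component, which held 62.0% of the variance (29.81, against 10.84 and 14.3 for replicates 1 and 2, with the Dcr WT arrays between -20.45 and -14.15). It had the lowest Dicer1 values (5.95 and 5.89), and a larger share of deleted cells in that culture may account for this. Its differences from the Dcr WT mean were 1.25 times those of replicates 1 and 2 in 664 genes of Table S3 and 2.16 times in the 35 genes of hypoxia, glycolysis and cholesterol synthesis. With genes taken as independent, as the test was first run, the slopes differed by 5.86 standard errors, which would argue against a single share for both sets. Genes of each set move together (estimated correlation 0.10 and 0.53), and with standard errors widened for this the slopes differed by 1.31 standard errors, so that explanation stays open.

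The fall of the 2 Dicer1 probe sets differed by -1.02 on the log2 scale (standard error 0.13), although the dimmer did not pass the test alone. Undeleted cells would leave the same share of signal on both, which argues against them as the whole source of the remaining signal. Where the probe sets lie in the transcript was not analysed here, and a deleted transcript that is still made could leave signal on a probe set outside the deleted segment.

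The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 1171 changed genes and was the 1 split with a count as large, with 0 as the highest of the others by limma (at an unadjusted p under 0.05, 2813 in the real split and at most 365 in the others). For gene lists the real split shifted 8, with 7 as the highest of the others, and 7 against 6 without the reporter genes, which the study chose for their rise. Each other split mixes arrays of both groups on each side, so a real difference between the groups adds to the spread within its sides. A count of 0 changed genes there is therefore no measure of chance calls. Those splits also keep part of the difference between the groups, so their list counts do not come from chance alone.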

How the results depend on the processing

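The signal of dim probe sets over background and the 3 arrays in each group set the limits. The number of changed genes, 1171, was 1142 with a filter on the Dcr WT arrays, 1297 with no filter, 836 with a minimum of 64, 1526 with the highest probe set per gene, 1186 after quantile normalization, 1132 after median centring and 1283 with trend and robust settings. It fell to 204 at an adjusted p under 0.01 (150 higher, 54 lower) and to 205 in the test against 1.2-fold (151 higher, 54 lower), by stricter construction, and genes called higher were 404 with a minimum of 64, where fewer genes are tested. The share of calls that were higher, 51.8%, was 47.4% after quantile normalization and 49.3% after median centring. Without single arrays the count ranged from 357 to 783 (220 to 465 higher and 137 to 376 lower), with fewer samples in the fit. Without Dcr WT replicate 1, 2 and 3 it was 773, 748 and 439, and without Dcr KO replicate 2 and 3 it was 357 and 683, and 354 of those 357 genes were among the 1171.

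The values gave no sign that replicate numbers pair the arrays: the correlations of the deviations of same-numbered arrays were -0.22, -0.02 and 0.03, and no array correlated best with the array of its own number. Whether cultures were transfected in pairs is not given in the sources used here, and a pairing under other numbers was not tested. With the replicate block 597 genes were called (354 higher, 243 lower).

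Genes up at least 1.2-fold, 1591, were 2396 with no filter, 967 with a minimum of 64, 4160 for probe sets counted singly and 457 at 1.5-fold. Genes down, 1928, were 4427 for probe sets and 530 at 1.5-fold. Counting a gene by any expressed probe set, which was chosen after seeing the data, gave 2651 up and 3140 down. The share of Table S3 genes up was 77.4%, 29.1% at 1.5-fold, 94.4% by any expressed probe set (a rule that gave 22.0% in other genes, against 13.5% by the rule used), and 69.0% to 79.8% without single arrays, the lowest without Dcr KO replicate 3. The mean correlation of replicate arrays, 0.994, was 0.985 over expressed probe sets, 0.981 at a minimum of 64, 0.986 with the filter on Dcr WT arrays, 0.979 as Spearman's rho and 0.996 for the highest probe set per gene. The cause was not tested.

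With an estimated correlation the cell cycle inhibitors (median 0.28, adjusted p = 0.338) and the G2 and M genes (-0.15, adjusted p = 0.519) were not called, nor was any of the 16 other lists (0, against 6 with the preset and 10 with the highest probe set per gene). The 16 include the reporter genes, so this setting does not tell shifted lists from unshifted ones. Fry called the apoptosis inhibitors lower (-0.10, adjusted p = 0.0488). The G2 and M median was -0.19 to -0.13 without single arrays. Signs turned for lists that were not called: p53 targets without Dcr KO replicate 3 (-0.031 to 0.14), fibroblast with no filter (0.05), with a minimum of 64 (0.13) and without Dcr KO replicate 3 (-0.11 to 0.084), miRNA host transcripts without Dcr KO replicate 1 (-0.083 to 0.0033) and the ATF4 stress response with the highest probe set per gene (0.023) and without Dcr WT replicate 2 (-0.052 to 0.056). With the genes of Table S3 left out, chosen after seeing the data, signs turned for neural genes (-0.072), the interferon response (-0.085) and the miRNA machinery (-0.07), none of them called, and primitive endoderm lost its call (0.38, adjusted p = 0.0594). The cause was not tested. Of the 110 named genes, 73 were called, 37 of them in every setting. The sign turned in 3 that were not called: Atm (up to 0.024 without single arrays), Mirg (0.01 with the highest probe set) and Sfmbt2 (-0.11 with the highest probe set, and -0.013 to 0.26 without single arrays).

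The seed-match and hexamer results and their alternatives were not run, since no 3' UTR sequences were used here.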

Differences from the paper's values

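The genes up at least 1.2-fold in Dcr KO numbered 1591 here, and about 2900 in Fig. 2A of the paper, read by eye as the sum of the Dcr KO regions of the diagram. Both use 1.2-fold and an expression of at least 16 on the wild type arrays. Of the alternatives set before the data were examined, no filter on low values (2396) and probe sets counted singly (4160) lie within 1.5 times the paper's count. A minimum of 64 (967), the filter on all arrays (1687), the highest probe set per gene (1858), quantile normalization (1472), median centring (1467), the replicate block (1591), 1.5-fold (457) and each array left out (1376 to 1767) do not. Counting a gene when any expressed probe set was up gave 2651 and was chosen after seeing the values. Of the 754 matched genes of Table S3, 717 have an expressed probe set and 677 are up by that rule, which drops 77.

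Of the candidates in Table S3, 492 were up at least 1.2-fold in Dcr KO here, against the paper's 807, of which 754 were matched and 636 were expressed by the rule used here. No filter (578) and the highest probe set per gene (566) lie within 1.5 times the paper's count, and so does the rule of any expressed probe set (677), chosen after seeing the values. A minimum of 64 (292), the filter on all arrays (520), quantile normalization (476), median centring, the replicate block (492), 1.5-fold (185) and each array left out (439 to 509) do not.

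The paper names regulators of apoptosis among the leading GO categories of genes up on Dcr loss. In the lists used here, 8 of 38 apoptosis promoters and 1 of 14 apoptosis inhibitors were up at least 1.2-fold, or 21.1% and 7.14% against 18.1% of the other expressed genes, and neither share passed a test against them (Fisher's exact test, two-sided, p = 0.672 and p = 0.488). Casp2 and Ei24, the 2 apoptosis genes the paper studies, were both higher by limma. Of the cell cycle inhibitors, in a group the paper also names, 12 of 23 were up at least 1.2-fold and 7 of 24 were higher by limma. These lists are not the GO categories.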

Other observations

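The tests with the genes of Table S3 left out were chosen after the result was seen. Several components of the miRNA machinery rose. Tnrc6a (1.77-fold) and Tnrc6b (1.80-fold), partners of the Argonaute proteins, Ago1 (1.61-fold) and Mov10 (1.39-fold) rose, so that of 16 measured 4 rose, 1 (Dicer1) fell and 11 did not pass, with the same counts adjusted over the list alone (median log2 difference 0.21, adjusted p = 0.126 from camera, and 0.0318 with the highest probe set per gene). The median of the list was 0.098 to 0.226 without single arrays. With an estimated correlation the list did not pass (adjusted p = 0.6048 from camera). With the 3 members in Table S3 left out, the median was -0.07 (adjusted p = 0.253 from camera). Ago1 did not pass without Dcr WT replicate 3 or Dcr KO replicate 1 or 2 (highest adjusted p = 0.0648 from limma), nor Mov10 without Dcr WT replicate 3 or Dcr KO replicate 2 (0.0638), which leaves 2 that rose without either of those 2 arrays. Among 28 p53 targets, Rrm2b (1.78-fold, with log2 differences of 0.93 and 1.80 on its brighter probe sets), Ei24 and Cdkn1a rose and Ddit4 and Bbc3 fell, with 3 higher and 3 lower adjusted over the list alone and 1 lower without any single Dcr WT array or Dcr KO replicate 2, since Bbc3 did not pass there (highest adjusted p = 0.104 from limma). The list was not shifted (median 0.075, adjusted p = 0.309 from camera). Apart from the lists at the claims, the share up at least 1.2-fold passed a test against the other expressed genes in matrix, adhesion and actin (16 of 24), pluripotency (11 of 26), primitive endoderm (4 of 6) and the p53 targets (11 of 28; Fisher's exact test, two-sided, adjusted p = 4.46e-06, adjusted p = 0.0187, adjusted p = 0.0413 and adjusted p = 0.0413 over 21 lists). With the genes of Table S3 left out, the first pair passed (adjusted p = 0.0115 for each) and the p53 targets (adjusted p = 0.138) and primitive endoderm (adjusted p = 0.458) did not (Fisher's exact test, two-sided). Mdm2 had a log2 difference of 0.24 (adjusted p = 0.402 from limma), which was 0.053 to 0.386 without single arrays. Of 8 genes of DNA methylation, Rbl2 and Tet2 (1.72-fold) rose and 6 did not pass, with 2 higher adjusted over the list alone (median 0.27, adjusted p = 0.119 from camera, and 0.0358 from fry). Dnmt3b had a log2 difference of -0.28 (adjusted p = 0.131 from limma) and Dnmt3a of 0.30 (adjusted p = 0.0997).

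Of 18 interferon response genes, Irf9, Ifitm3 (1.44-fold) and Eif2ak2 (1.51-fold, with log2 differences from 0.32 to 0.94 over its probe sets) rose, Bst2 (-0.84), Irf1 (-0.60) and Gbp2 (-0.54) fell and 12 did not pass, with 4 higher and 4 lower adjusted over the list alone (median 0.08, adjusted p = 0.466 from camera). Irf9 passed without each array in turn and Gbp2 in none of the 6 fits (highest adjusted p = 0.0984 from limma). Ifitm3 did not pass without Dcr KO replicate 2 (0.0586), Bst2 without that array or any single Dcr WT array (0.0957), Irf1 without any array but Dcr KO replicate 1 (0.0862) and Eif2ak2 without any array but Dcr WT replicate 1 (0.101). This leaves 1 higher without Dcr KO replicate 2, 1 lower without Dcr KO replicate 3 and none lower without Dcr KO replicate 2 or any single Dcr WT array. Of 13 genes of the ATF4 and unfolded protein stress response, Dnajb9, an endoplasmic reticulum chaperone, rose 1.81-fold and 12 did not pass, with 1 higher adjusted over the list alone and Sesn2 higher too without Dcr WT replicate 1 (adjusted p = 0.0463 from limma). The list was not shifted (median -0.0011, mean 0.04, adjusted p = 0.757 from camera). None of 8 miRNA host transcripts passed by limma, adjusted over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05 (median -0.03, adjusted p = 0.987 from camera).

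Markers of other cell types were tested as well. Of 5 primitive streak and epiblast genes, Pou3f1 fell (-0.54, with -0.91 and -0.17 on its probe sets) and 4 did not pass, with 3 lower adjusted over the list alone (median -0.54, adjusted p = 0.0570 from camera, and 0.0476 and 0.00759 without Dcr WT replicate 2 and 3). That list also passed with no filter on low values (0.0480) and the filter on the Dcr WT arrays (0.0219). It passed with the highest probe set per gene (0.0414), the replicate block (0.0472) and fry (0.0488). With an estimated correlation it did not pass (adjusted p = 0.5195 from camera). Pou3f1 did not pass without any array but Dcr WT replicate 3 (highest adjusted p = 0.134 from limma), while Otx2 passed without Dcr WT replicate 2 (0.0281) and Mixl1 without replicate 3 (0.0482). Of 4 neural genes, Tubb3 (1.65-fold) and Neurod1 (1.77-fold) rose and 2 did not pass, with 2 higher adjusted over the list alone (median 0.33, adjusted p = 0.243 from camera, 0.00251 with no filter, 0.0101 with the highest probe set per gene and 0.0488 from fry). The neural median was 0.267 to 0.665 without single arrays. With an estimated correlation the neural list did not pass (adjusted p = 0.5355 from camera). Neurod1 did not pass without any array but Dcr WT replicate 3 (highest adjusted p = 0.0773 from limma). Of 6 trophectoderm genes none passed by limma, adjusted over all genes or adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05 (median 0.215, adjusted p = 0.243 from camera, 0.0481 without Dcr WT replicate 2, 0.0174 with no filter and 0.0491 with the highest probe set per gene), and Gata3 passed without Dcr WT replicate 2 (adjusted p = 0.0224 from limma). With an estimated correlation the trophectoderm list did not pass (adjusted p = 0.6244 from camera). Of 6 fibroblast genes none passed by limma either, with 1 higher at an unadjusted p under 0.05, Fn1, which passed without Dcr WT replicate 1 (adjusted p = 0.0412 from limma). The list was not shifted (median -0.02, mean 0.03, adjusted p = 0.757 from camera), and Col1a1 had a log2 level of 3.91 in Dcr WT and 4.16 in Dcr KO.

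The paper reports Casp2 by RT-PCR in Dcr KO cells (Fig. 3A), which was not analysed here. Of other genes the paper names, Bcl2l11 (log2 difference 0.29, adjusted p = 0.267 from limma), Atm (-0.06, adjusted p = 0.718) and Pidd1 (-0.13, adjusted p = 0.457) did not pass. Bcl2 had a mean under the minimum of 16 and was not tested as a gene, and the 1 probe set above the minimum had a log2 difference of 0.34 (adjusted p = 0.241 over probe sets from limma).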
